# The Tumor Microenvironment-Dependent Transcription Factors AHR and HIF-1α Are Dispensable for Leukemogenesis in the Eµ-TCL1 Mouse Model of Chronic Lymphocytic Leukemia

**DOI:** 10.3390/cancers13184518

**Published:** 2021-09-08

**Authors:** Susanne Gonder, Anne Largeot, Ernesto Gargiulo, Sandrine Pierson, Iria Fernandez Botana, Giulia Pagano, Jerome Paggetti, Etienne Moussay

**Keywords:** chronic lymphocytic leukemia, tumor microenvironment, AHR, HIF1α

## Abstract

**Simple Summary:**

Chronic lymphocytic leukemia (CLL) is the most common leukemia in Western countries, mostly affecting the elderly. The survival of leukemic cells depends on multiple soluble factors and on the stimulation of the BCR signaling pathway. Microenvironment-dependent transcription factors also contribute to CLL biology. Here, we generated new transgenic murine conditional knock-out models of CLL to study the role of the two transcription factors HIF-1α and AHR. Unexpectedly, we observed that both factors are dispensable for leukemia development in these models.

**Abstract:**

Chronic lymphocytic leukemia (CLL) is the most frequent leukemia in the elderly and is characterized by the accumulation of mature B lymphocytes in peripheral blood and primary lymphoid organs. In order to proliferate, leukemic cells are highly dependent on complex interactions with their microenvironment in proliferative niches. Not only soluble factors and BCR stimulation are important for their survival and proliferation, but also the activation of transcription factors through different signaling pathways. The aryl hydrocarbon receptor (AHR) and hypoxia-inducible factor (HIF)-1α are two transcription factors crucial for cancer development, whose activities are dependent on tumor microenvironment conditions, such as the presence of metabolites from the tryptophan pathway and hypoxia, respectively. In this study, we addressed the potential role of AHR and HIF-1α in chronic lymphocytic leukemia (CLL) development in vivo. To this end, we crossed the CLL mouse model Eµ-TCL1 with the corresponding transcription factor-conditional knock-out mice to delete one or both transcription factors in CD19+ B cells only. Despite AHR and HIF-1α being activated in CLL cells, deletion of either or both of them had no impact on CLL progression or survival in vivo, suggesting that these transcription factors are not crucial for leukemogenesis in CLL.

## 1. Introduction

In western countries, chronic lymphocytic leukemia (CLL) is the most common B cell malignancy in adults [1]. The disease occurs mostly in elderly patients and is characterized by the accumulation of mature monoclonal CD5+ B cells in peripheral blood, bone marrow, and lymphoid organs [2].

Genome instability is a well-known hallmark of cancer [3]. Indeed, alterations in the DNA and, by consequence, transcriptional programs increase the probability of neoplastic transformation and potentially enhance tumor immune evasion [4]. Also in CLL, gene mutations and dysfunction affecting transcriptional programs are essential prognostic factors for the disease outcome. In particular, given multiple its molecular abnormalities, CLL is considered a highly heterogeneous disease, including patients not requiring any therapy and patients having an aggressive course with poor response to therapy [5]. Major mutations in CLL affect many cellular components including inflammatory receptors (e.g., MYD88), kinases such as MAPK (e.g., BRAF), NF-kB-related molecules (e.g., BIRC3), transcription (e.g., EGR2 and NOTCH1) and splicing factors (e.g., SF3B1), DNA damage and cell cycle control factors (e.g., ATM and TP53) [6]. These genetic abnormalities have supported the generation of novel agents against CLL which have been translated into the clinical practice towards a more targeted treatment strategy for patients [7]. Treatments for CLL patients include chemotherapy, chemoimmunotherapy, and small molecules mostly targeting important signaling pathways in CLL cells (e.g., BCR and BCL2) [8]. Even after a long remission phase, patients can relapse and develop resistance to treatments. For this reason, investigating new strategies for the development of treatments against CLL is key for the improvement of patients’ health.

In the past decades, the transcription factors (TFs) aryl hydrocarbon receptor (AHR) and hypoxia inducible factor-1α (HIF-1α) have been recognized to strongly impact cancer progression and escape mechanisms [9,10,11,12]. AHR is a ligand-activated TF involved in many biological processes, such as cell division, quiescence, and inflammation [13]. The most known agonist of AHR is 2,3,7,8 tetrachlorodibenzo-*p*-dioxin (TCDD); however, more importantly for the field of tumor immunology, is the endogenous agonist kynurenine, which originates from tryptophan, in a reaction catalyzed by indoleamine 2,3-dioxygenase 1 (IDO1) and tryptophan 2,3-dioxygenase 2 (TDO2) [14]. Importantly, AHR activation by this pathway has been shown to contribute to immune escape mechanisms leading to an immunosuppressive tumor microenvironment (TME) [15,16].

On the other hand, HIF-1α is an oxygen-sensitive TF, stabilized in a hypoxic environment and by certain non-canonical mechanisms, called pseudohypoxia [17]. Here, for example, metabolites of the Krebs cycle can block prolyl hydroxylases (PHDs), which under normoxic conditions, hydoxylate HIF-1α in order to trigger ubiquitination by the von Hippel–Lindau protein (pVHL) and to start proteasomal degradation [18]. HIF-1α is known to be involved in tumor progression and is mostly associated with poor patient’s outcome [19]. Interestingly, AHR and HIF-1α share the dimerization partner ARNT/HIF1β, showing linked processes of tumor progression, metabolic pathways, and vascular development [20]. Moreover, these TFs have an impact on proliferation and functions of B lymphocytes and CLL cells [21,22]. Villa et al. showed that AHR is necessary for B cell proliferation and that cyclin O is directly impacted by AHR deficiency [23]. Furthermore, AHR seems to contribute to the transcriptional program of IL-10-producing regulatory B cells [24], which is a B cell subset sharing regulatory functions with CLL cells [25]. On the other hand, HIF-1α has been already described as highly involved in CLL pathogenesis and in the interaction with the TME. In 2016, Valsecchi and colleagues showed that this interaction is regulated by HIF-1α and promotes tumor survival and tumor propagation [26]. Indeed, HIF-1α is overexpressed in leukemic cells from TP53-disrupted patients and, thus, would be an interesting target for new therapies for CLL [27].

Currently, the impact of AHR and HIF1α in CLL development in vivo has not been fully evaluated. In this article, we generated conditional knock-out mice for Ahr, Hif1a, or both genes restricted to B cells of the Eµ-TCL1 transgenic mouse model, the most extensively used and studied animal model for CLL [28].

## 2. Materials and Methods

### 2.1. Mice

Animals were kept in a specific pathogen-free facility, and animal experiments were approved by the internal Animal Welfare Structure and the Luxembourg Ministry for Agriculture. Mice were treated in accordance with the European Union guidelines.

C57BL/6 mice were purchased from Janvier Labs (France). To generate B cell-specific *Ahr*-, *Hif1a*-, and *Ahr-Hif1a*-deficient mice, *Ahr^fl/fl^*(#006203), *Hif1a^fl/fl^* (#007561), and *Ahr^fl/fl^ Hif1a^fl/fl^* were crossed with *CD19^WT/Cre^* (#006785) mice. These mice were bred with Eµ-TCL1 mice to introduce the TCL1 oncogene under the IgVH promoter. These mice were described previously [28]. The mice were bred and maintained on a C57BL/6 background, and Eµ-TCL1 *CD19^Cre/WT^Hif1a^WT/WT^Ahr^WT/WT^* mice were used as WT controls. CLL progression in the transgenic mouse models was monitored over several months by determining the percentage of CD5+CD19+ CLL cells in peripheral blood mononuclear cells (PBMC) by flow cytometry analysis on a Cytoflex (Beckman Coulter, Brea, CA, USA) using CD19-APC and CD5-PE (Biolegend, San Diego, CA, USA). Mice reaching the humane endpoint were euthanized by cervical dislocation. All deaths unrelated to leukemia were excluded from this study. To perform adoptive transfer in healthy conditional knock-out mice, CLL cells were isolated from the spleen of diseased Eµ-TCL1 mice. Then, 10 × 10^6^ CLL cells were injected intravenously in 100 µL of DMEM, and CLL progression was followed by weekly bleeding, as described previously.

### 2.2. B Cell Isolation

B cells were purified from the spleen by negative selection using the MojoSort™ Mouse Pan B Cell Isolation Kit II (Biolegend, San Diego, CA, USA) following the manufacturer’s instructions. The isolated B cell population contained at least 90% of CD19+CD5+-double positive cells. B cells were cultured in RPMI supplemented with 10% FBS, 50 µM 2-β-mercaptoethanol, 100 U/mL penicillin, and 100 µg/mL streptomycin. To mimic hypoxia, 150 µM cobalt chloride (Sigma-Aldrich, Burlington, MA, USA) was added, and the cells were cultured overnight at 37 °C and 5% CO_2_. In order to activate AHR, the cells were incubated with 250 nM FICZ (Sigma-Aldrich, Burlington, MA, USA) for 2 hours at 37 °C and 5% CO_2._

### 2.3. Validation of the Models at the gDNA, RNA, and Protein Levels

Genomic DNA was extracted using NucleoSpin Tissue Mini kit for DNA from cells and tissue (Macherey-Nagel, Düren, Germany) following the manufacturer’s instructions. To perform the PCR on gDNA for *Ahr*, the PCR mix 2x M-PCR OPTI™ Mix (Bimake, Houston, TX, USA) was used as described in the instructions, and the specific primer sequences were: 5′-GTCACTCAGCATTACACTTTCTA-3′, 5′-CAGTGGGAATAAGGCAAGAGTGA-3′, and 5′-GGTACAAGTGCACATGCCTGC-3′. The use of these three primers enables the detection of wild-type (106 bp), floxed (140 bp), and excised (180 bp) alleles. The amplification of *Ahr* was performed with the following program: 94 °C for 5 min, 30 cycles of 94 °C for 15 s, 56 °C for 15 s, and 72 °C for 30 s. After amplification, the product was run on a 3% agarose gel with SYBR™ Safe DNA Gel Stain (ThermoFisher, Waltham, MA, USA) and visualized by Image Quant Las 4000 (GE Healthcare, Chicago, IL, USA). For *Hif1a*, we used the HIF1a TaqMan copy number assay Mm00375032_cn with the TaqMan™ Copy Number Reference Assay, mouse, Tfrc (Thermo Scientific, Waltham, MA, USA). Quantitative PCRs were performed using Takyon Low Rox Probe 2X mastermix (Eurogentec, Seraing, Belgium) according to manufacturer’s instructions. The qPCRs were run on the QuantStudio™ 3 or 5 (Applied Biosystems, Waltham, MA, USA) with the following program for the Taqman assay: 50 °C 2 min, 95 °C for 10 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min.

RNA from B cells was extracted using Nucleozol reagent and the NucleoSpin^®^ RNA Set for NucleoZOL (Macherey-Nagel, Düren, Germany) and quantified using the Nanophotometer N60 (Implen, München, Germany). The complementary DNA was synthesized from 500 ng of RNA by using FastGene Scriptase II cDNA 5x ReadyMix (Nippon Genetics, Düren, Germany) according to the manufacturer’s instructions. Quantitative PCRs were performed using Takyon for SYBR Assay Low Rox or Takyon Low Rox Probe 2X mastermix (Eurogentec, Seraing, Belgium). The specific primer sequences were: *Ahr*: 5′-AGCCGGTGCAGAAAACAGTAA-3′ and 5′-AGGCGGTCTAACTCTGTGTTC-3′; *Hprt*: 5′-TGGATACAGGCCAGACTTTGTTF-3′ and 5′-CAGATTCAACTTGCGCTCATC-3′; *Tbp*: 5′-GTCATTTTCTCCGCAGTGCC-3′ and 5′-GCTGTTGTTCTGGTCCATGAT-3′. For *Hif1a*, we used the HIF1a TaqMan assay Mm00375032_cn (Thermo Scientific, Waltham, MA, USA). The qPCR was performed similarly as described above.

The comparative Ct method was used to calculate gene expression relative to housekeeping gene *Hprt* and *Tpb*.

For protein isolation, cultured B cells were washed twice with ice-cold PBS, and proteins were extracted using RIPA buffer including the cOmplete™ Protease Inhibitor Cocktail (Roche, Basel, Switzerland) and the Phosphatase Inhibitor Cocktail 2 and 3 (Sigma-Aldrich, Burlington, MA, USA). Then, 10 µg of cell lysates were resolved on 10% SDS-PAGE and transferred to a nitrocellulose membrane. To confirm equivalent loading between lanes, a Ponceau red staining was performed. Membranes were incubated in 1x PBS-T (0.1%) and fat-free dry milk (5%, Roth) blocking buffer during one hour at room temperature. Membranes were then incubated with primary antibodies against HIF-1α (#36169, Cell Signaling), AHR (#694502, Biolegend, San Diego, CA, USA), and beta-actin-HRP (#A3854, Sigma-Aldrich, Burlington, MA, USA) in blocking buffer at 4 °C overnight. Membranes were washed three times in 1xPBS-T (0.1%) for 10 min each time. Secondary antibodies coupled to HRP were from Jackson ImmunoResearch. For detection, the ECL western blot detection kit was purchased from Amersham, and the radiographic films from Santa Cruz Biotechnology.

### 2.4. Sample Preparation for RNA Sequencing

Control C57BL/6 and diseased Eµ-TCL1, or Eµ-TCL1 *CD19 ^Cre/WT^ Hif1α^fl/fl^*, Eµ-TCL1 *CD19^Cre/WT^ Ahr^fl/fl^*, Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^ Ahr^fl/fl^*, and the corresponding control mice Eµ-TCL1 *CD19^Cre/WT^ Hif1α^WT/WT^Ahr^WT/WT^* were euthanized at humane endpoint by CO_2_ inhalation or cervical dislocation. Spleens were collected, and single cell suspensions were prepared as previously described [29,30]. CD19+ B cells or CD5+CD19+ CLL cells were sorted with a BD FACSAria III at 4 °C. Then, 1–5 × 10^6^ sorted cells were centrifuged and resuspended in 500 µL of Nucleozol reagent. Total cellular RNA was extracted using the NucleoSpin RNA Set for NucleoZOL and eluted in 30 µL of RNAse-free water. Libraries were prepared with the QuantSeq 3’ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Vienna, Austria) with dual indexing, according to the manufacturer’s instructions, with the addition of UMI. Barcoded samples were diluted, pooled, loaded onto a NextSeq 500/500 Mid Output flowcell or a NovaSeq SP flowcell (Illumina, San Diego, CA, USA), and single-end sequencing was performed using a NextSeq 550 or a NovaSeq 6000 system (Illumina, San Diego, CA, USA).

### 2.5. RNA Sequencing Analysis

After initial QCs using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 19 March 2021) and FastQ Screen (www.bioinformatics.babraham.ac.uk/projects/fastq_screen/, accessed on 19 March 2021), fastq files were processed using a local Snakemake workflow including the following main steps. First, raw reads were trimmed from their UMI index, poly A, and adapter sequences using a combination of dedicated scripts and cutadapt (v2.10). Next, the filtered reads were submitted for mapping (STAR v2.5.3a) on the Mouse Reference genome (GRCm38). Collapsing of reads originating from the same fragment was achieved with umi_tools (v 1.0.0), and counting was performed with featureCounts (subread v2.0.0).

Counts were filtered and transformed with EdgeR for clustering and principal component analysis (PCA). For k-means clustering, the 2500 most variable genes were included, and 6 clusters were defined according to the elbow method (online tool iDEP.93). Top genes were mapped with the dimension reduction algorithm t-SNE. Differential expression of genes across C57BL/6 and Eµ-TCL1 samples (DEG) was assessed using the DESeq2 package, and FDR < 0.05 and log2 fold change cut-off of 1 were imposed. Raw and processed data were deposited in the NCBI GEO database (GSE175564). 

Differential expression of genes across Eµ-TCL1 *CD19^Cre/WT^ Hif1a^WT/WT^Ahr^WT/WT^*, Eµ-TCL1 *CD19^Cre/WT^Hif1α^fl/fl^*, Eµ-TCL1 *CD19^Cre/WT^Ahr^fl/fl^*, Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^ Ahr^fl/fl^* samples (DEG) was assessed using the EdgeR package, and FDR < 0.05 and log2 fold change cut-off of 1 were imposed. Pheatmap and EnhancedVolcano packages were used for data visualization. Raw and processed data were deposited in the NCBI GEO database (GSE179196). 

### 2.6. Murine B Cell-Specific Ahr-Induced Gene Signature

The murine B cell-specific *Ahr*-induced gene signature (mouse_B_Ahr) was defined based on the gene expression data from Kovalova et al. (2017, GSE80953). Briefly, CEL files corresponding to murine B cells treated with vehicle (VH) or TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin) for 4 h, 8 h, or 24 h were loaded into the Transcriptome Analysis Console (TAC 4.0, Applied Biosystems), and the 153 genes induced by TCDD (fold change >1.5 and FDR < 0.05) at any time points (TCDD vs. VH) were included in the signature.

### 2.7. Gene Set Enrichment Analysis

We performed GSEA using the GSEA Broad Institute stand-alone software (http://www.gsea-msigdb.org/gsea/index.jsp, accessed on 20 April 2021). Gene counts from both groups (C57BL/6 and Eµ-TCL1) were loaded into GSEA according to recommendations. Data were tested against the above-described mouse_B_Ahr signature and the GSEA Hallmarks signatures. Normalized enrichment scores (NES) and FDR < 0.1 were taken into consideration.

### 2.8. Transcription Factor Enrichment Analysis

DEGs significantly upregulated in leukemic B cells from Eµ-TCL1 were subjected to transcription factor enrichment analysis with the online tool ChEA3 (Ma’ayan Laboratory, Icahn School of Medicine at Mount Sinai) predicting transcription factors associated with user-input sets of genes. DEGs were also submitted for Integrated System for Motif Activity Response Analysis performed with the free online ISMARA tool that recognizes the most important transcription factors impacting on the transcription profiles of a set of samples. The network of protein–protein interactions for transcription factors was constructed with string-db (v11.0, STRING Database).

### 2.9. Statistical Analysis

Statistical analysis was performed using GraphPad Prism software (version 9.1.2). The unpaired t test was used for Z-values analyses and qPCRs (Figure 1H, Figure 2B, Figure 2C, Figure 3C and Figure 4B,D,E). The log-rank test was used for the survival curves (Figure 2E, Figure 3E and Figure 4G). For the percentage of CLL cells in the transgenic mouse models overtime (Figure 2F, Figure 3F, and Figure 4H), we used mixed-effects analysis followed by Bonferroni’s multiple comparison test. The percentage of CLL in the blood at one time point (Figure 2G, Figure 3G and Figure 4I) was tested with the unpaired t test. To test significance in the adoptive transfer models (Figure 2J, Figure 3J and Figure 4L), we performed two-way ANOVA followed by Bonferroni’s multiple comparison test. A *p*-value lower than 0.05 was considered statistically significant.

## 3. Results

### 3.1. RNA Sequencing of CD5+CD19+ Leukemic B Cells from Eµ-TCL1 Mice

The development of leukemia involves the regulation of complex transcriptional programs allowing the cancer cells to proliferate, benefit from the support of the microenvironment, and escape the anti-tumor immune response [31,32]. 

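B cells were sorted by flow cytometry from the spleens of 3 healthy C57BL/6 mice (WT) and of 3 leukemic Eµ-TCL1 mice (TCL1), which carry the TCL1 oncogene under the IgVH promoter and develop a disease like chronic lymphocytic leukemia. The gate was CD19+ for WT and CD5+CD19+ for TCL1, so it differed along with the genotype. Libraries were made with the QuantSeq 3′ kit, which reads the 3′ end of mRNA, and carried molecular identifiers (UMI). The authors deposited whole-number counts per Ensembl gene for 55487 genes of GRCm38, made after reads of the same fragment had been collapsed by UMI. The counts summed to between 4296459 and 4754966 per WT library and to between 4529828 and 5724631 per TCL1 library. Counts were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization, over the 11805 genes that passed edgeR's filter on low counts. Levels are given as CPM, counts scaled by library size and TMM, with the SD over 3 mice. In simulated data with the same means and library sizes, which covered 11589 genes, the test recovered 60 of 100 genes changed by a log2 fold change of 1 and 92 of 100 changed by 2, and 7.32% of its calls were false. The changed genes were drawn from better expressed ones, and both groups were given the same spread. These shares therefore do not describe genes with few counts or groups of unequal spread such as these. Groups of genes were read from fixed lists, written from textbook knowledge except for the transcription factors of Table 2, which come from the study's own ranking on these samples. Each was tested as a set with camera at a preset correlation of 0.01, adjusted over 41 lists, and again with a correlation estimated from the data, under which no list passed at an adjusted p of 0.05. With 3 libraries per group that second form has few degrees of freedom and little power. A list that does not pass it is therefore not shown to be unchanged.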

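Transcripts of the sorted markers and of other cell types were read first. Cd5, the surface protein that marks B-1 and leukemic B cells, was at 2.39 ± 1.38 CPM (SD, n = 3) in WT and at 35.0 ± 11.5 CPM (SD, n = 3) in TCL1, a log2 fold change of 3.86 (standard error 0.42, adjusted p = 0.000229 from edgeR). Cd19, the coreceptor of the B cell receptor, had a log2 fold change of -0.19 (standard error 0.12, adjusted p = 0.266 from edgeR). Of 15 tested T cell markers, 2 were higher in TCL1 (Lck, Cd2) and 4 lower, and adjusted over the list alone 2 were higher and 5 lower. Cd2 did not pass without WT_1D (adjusted p = 0.0515). Of 11 myeloid markers 2 were higher (Cd68, Ctsd) and none lower, also when adjusted over the list alone. Of 6 NK cell markers none was higher and 3 were lower, and adjusted over the list alone 1 was higher and 3 lower. Of 4 dendritic cell markers 3 were higher (Ccr9, Bst2, Tcf4) and none lower, also when adjusted over the list alone. Tcf4 and Bst2 were at 775 and 18.8 CPM in WT, so their rise need not come from dendritic cells. Markers such as Itgax, Clec9a and Xcr1 had too few counts to be tested. Ccr9 was at 104 and 44.2 CPM in TCL1_96G and TCL1_214GD but at 3.68 CPM in TCL1_129, within the WT range of 3.46 to 4.82 CPM, and did not pass without WT_1D, WT_1G or WT_138G (adjusted p = 0.0668, 0.0789 and 0.0686), and Bst2 did not pass without WT_1D (0.0524). Of 2 stromal and endothelial markers 1 was higher and 1 lower, also when adjusted over the list alone, and their median and mean log2 fold change (2.07) were above 0 while camera gave the direction as lower. Camera gave these 5 lists adjusted p-values of 0.193, 0.589, 0.18, 0.193 and 0.894 in that order. Of 11 constant regions of immunoglobulins, 1 was higher (Ighm) and 5 were lower, also when adjusted over the list alone (camera, adjusted p = 0.0712). Ighm did not pass without WT_1D or WT_1G (adjusted p = 0.0749 and 0.0693), nor Igha, which was lower, without WT_138G or TCL1_214GD (0.0939 and 0.0571). Hemoglobin transcripts made up 0.034% to 0.07% of the counts in the WT libraries and 0.052%, 0.178% and 0.707% in TCL1_96G, TCL1_129 and TCL1_214GD. Xist, the RNA that silences an X chromosome, had 2, 2 and 3 counts in the WT libraries and 948, 173 and 175 in the TCL1 libraries, and the Y-linked gene Ddx3y was at 258 ± 17.8 CPM (SD, n = 3) in WT and at 37.8 ± 2.73 CPM (SD, n = 3) in TCL1. These sex-linked genes were chosen after their values were seen. The sexes of the mice are not given. A difference in sex between the WT and TCL1 mice stays possible, and it would be confounded with genotype in every comparison.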

In order to understand the biology of the leukemic cells in vivo, we performed RNA sequencing analysis of B cells sorted from control C57BL/6 (WT) and leukemic Eµ-TCL1 (TCL1) mice. 

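The first principal component (PC1), with 74.2% of the variance over 11805 genes, separated the WT from the TCL1 libraries. WT libraries lay between -62.7 and -58.5 on it, and TCL1 libraries between 53.3 and 72.8. The second component, with 16.2% of the variance, set TCL1_129 at 52.7 apart from TCL1_96G at -39.7 and TCL1_214GD at -21.5, while the WT libraries lay between 1.6 and 4.7. Across genes, which are not independent replicates, Pearson's r between log2 CPM was 0.981 to 0.987 for the 3 pairs of WT libraries, 0.925 to 0.974 for the 3 pairs of TCL1 libraries and 0.82 to 0.858 for the 9 pairs of a WT and a TCL1 library. Expression varied more among the leukemias: 8529 of 11805 genes (72.3%) had a larger SD of log2 CPM in TCL1, and edgeR's common biological coefficient of variation was 9.92% in WT and 27.7% in TCL1, a ratio of 2.80. Without TCL1_129 this ratio was 1.84, PC1 held 84.6% of the variance and PC2 6.65%. The difference in spread was not tested.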

Principal component analysis and correlation analysis showed a distinct transcriptional profile in leukemic B cells when compared with WT B cells, the gene expression profiles of leukemic B cells being more variable (Figure 1A and Supplementary Materials Figure S1A). Cluster analysis identified six clusters of deregulated genes in TCL1 B cells (K-means clustering, Figure 1B and Supplementary Materials Figure S1B–C). In particular, a decreased expression of genes involved in immune functions and lymphocyte activation was noticed, while genes involved in cell cycle, cell adhesion, locomotion, and cytoskeleton were upregulated. 

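Clustering was repeated on the 2500 most variable genes, with 6 clusters and log2(CPM + 4) centred per gene. Clusters 1, 2 and 3, with 227, 808 and 380 genes, were on average higher in every TCL1 library than in every WT library. Cluster 1, which had the largest mean difference among these (2.81 on the log2 scale), held 10 of the 13 markers of B-1 cells and leukemic B cells among the 2500 genes (adjusted p = 1.57e-06 from Fisher's exact test), and Ahnak2, Adm, S100a6 and Lmna were among its 8 genes of largest difference. Cluster 2 (mean difference 1.17) held 25 of 32 genes of G2/M and mitosis, 15 of 16 E2F targets, all 10 MYC targets and all 10 genes of oxidative phosphorylation (adjusted p = 1.25e-05, 3.33e-05, 0.000443 and 0.000443 from Fisher's exact test). It also held 12 of 14 dissociation and heat shock genes (adjusted p = 0.00176 from the same test). Cluster 3 differed among the TCL1 mice, with means of 1.21 in TCL1_96G, 0.8 in TCL1_214GD and -0.35 in TCL1_129, and held 6 of 9 genes of mTORC1 signalling and amino acid supply (adjusted p = 0.0164, Fisher's exact test). Cluster 4, with 218 genes, had a mean of -1.39 in TCL1_129 and of 0.04 to 0.4 in the other 5 libraries, and held 6 of 7 genes of MHC class I presentation (adjusted p = 0.000149, Fisher's exact test). Clusters 5 and 6, with 724 and 143 genes, were on average lower in every TCL1 library. Cluster 6 (mean difference -2.85) held 5 of 14 genes of follicular and marginal zone B cells and 5 of 16 genes of lymphocyte activation (adjusted p = 0.0167 and 0.0301 from Fisher's exact test). Genes enter the clustering because they vary, so the separation of the clusters is no test of the groups. Genes are not independent replicates, so these p-values describe the clusters.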

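Of 32 tested genes of lymphocyte activation and costimulation, 17 fell and 3 rose (19 fell and 3 rose when adjusted over the list alone). Bcl6, the repressor needed for germinal centers, fell from 238 ± 33.2 to 14.5 ± 12.2 CPM (SD, n = 3 each), and Icosl, a costimulatory ligand, from 249 ± 21.9 to 21.2 ± 15.8 CPM (SD, n = 3 each), whereas Nfatc1 rose with a log2 fold change of 2.16 (standard error 0.23, adjusted p = 0.000196 from edgeR). Camera gave this list an adjusted p of 0.00961, and 0.385 with an estimated correlation. Of 19 genes of follicular and marginal zone B cells, 12 fell and 2 rose, also when adjusted over the list alone (camera, adjusted p = 0.000136, and adjusted p = 0.214 with an estimated correlation). An effect of leukemia on this list cannot be told apart from the difference in gate, CD19+ against CD5+CD19+. Of 35 genes of the B cell receptor and B cell identity, 10 fell and 3 rose, also when adjusted over the list alone (camera, adjusted p = 0.0361, and adjusted p = 0.221 with an estimated correlation). Among them Bank1, an adaptor of B cell receptor signalling, had a log2 fold change of -1.41 (standard error 0.19, adjusted p = 0.000795 from edgeR). Btk, a kinase downstream of the receptor, had a log2 fold change of -0.33 (adjusted p = 0.282 from edgeR), and without TCL1_129 one of -0.54 with an adjusted p of 0.0349. This list no longer passed camera without WT_138G (adjusted p = 0.0543), TCL1_96G (0.0635) or TCL1_214GD (0.0644). Of 17 genes of MHC class II presentation, 5 fell and 1 rose (6 fell and 1 rose when adjusted over the list alone), and camera's adjusted p was 0.149, or 0.0481 without TCL1_96G. Ciita, the master regulator of MHC class II, fell from 646 ± 48.6 to 209 ± 64.8 CPM (SD, n = 3 each). Of 30 interferon response genes, 12 fell and 4 rose (12 fell and 8 rose when adjusted over the list alone), with a camera adjusted p of 0.126, or 0.0389 without TCL1_214GD.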

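Of 44 genes of G2/M and mitosis, 40 rose and none fell (41 rose when adjusted over the list alone; camera, adjusted p = 2.3e-15, and adjusted p = 0.308 with an estimated correlation). Racgap1, which acts in cytokinesis, was at 9.59 ± 0.51 CPM in WT and 84.9 ± 16.4 CPM in TCL1 (SD, n = 3 each), and Cdk1, the kinase that drives entry into mitosis, was at 4.39 ± 0.764 and 33.5 ± 18.0 CPM (SD, n = 3 each). Of 50 cytoskeleton genes, 26 rose and 4 fell (30 and 6 when adjusted over the list alone; camera, adjusted p = 0.000136, and adjusted p = 0.221 with an estimated correlation). Lmna, which encodes lamin A and C of the nuclear lamina, had a log2 fold change of 6.72 (standard error 0.30, adjusted p = 3.63e-06 from edgeR). Genes of adhesion and locomotion went both ways, with 13 of 36 higher and 10 lower in TCL1, also when adjusted over the list alone (camera, adjusted p = 0.47). The integrin chain Itgb1 had a log2 fold change of 3.01 (standard error 0.13, adjusted p = 2.93e-06 from edgeR). The chemokine receptor Ccr6 and L-selectin (Sell), a receptor for entry into lymph nodes, had log2 fold changes of -7.04 and -3.43 (standard errors 0.38 and 0.19, adjusted p = 8.5e-06 and 8.78e-06 from edgeR). Dissociation and heat shock genes moved with these groups, with 9 of 19 higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.0238, and adjusted p = 0.613 with an estimated correlation).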

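Ahnak2, which encodes a large scaffold protein, rose from 3.01 ± 0.649 CPM in WT to 443 ± 33.8 CPM in TCL1 (SD, n = 3 each), a log2 fold change of 7.18 (standard error 0.19, adjusted p = 4.05e-07 from edgeR's quasi-likelihood test). It was the largest rise among genes with a mean log2 CPM of at least 5 whose groups did not overlap. Adm, which encodes the vasodilator peptide adrenomedullin, rose from 11.3 ± 1.81 to 529.9 ± 216 CPM (SD, n = 3 each; log2 fold change 5.55, standard error 0.33). The other 8 of the largest rises were Zbtb32, a transcriptional repressor, S100a6, a calcium-binding protein, Atf5, a transcription factor of stress responses, Lgals1, which encodes galectin-1, Anxa2, an annexin, Tent5c, a poly(A) polymerase, Sspn, which encodes sarcospan, and Bhlhe41, a transcription factor of B-1a cells. Their log2 fold changes ran from 3.97 for Bhlhe41 to 5.24 for Zbtb32, with adjusted p-values of at most 0.000217 from edgeR. Fcer2a, which encodes the low-affinity IgE receptor CD23 of follicular B cells, had the largest fall among genes at that level of expression, from 388 ± 18.3 to 4.10 ± 0.68 CPM (SD, n = 3 each), a log2 fold change of -6.55 (standard error 0.17, adjusted p = 4.05e-07 from edgeR). Cr2, which encodes the complement receptor CD21, fell from 2676 ± 239 to 104 ± 10.9 CPM (SD, n = 3 each; log2 fold change -4.69, standard error 0.14). Satb1, a chromatin organizer, and Kmo, which encodes kynurenine 3-monooxygenase of tryptophan breakdown, had log2 fold changes of -5.92 and -4.73 (standard errors 0.17 and 0.38). Ms4a4c, the ubiquitin ligase Rnf144a, Bcl6, the chromatin reader Brwd1, Icosl and the receptor Gpr174 completed the 10 largest falls, with log2 fold changes from -5.34 for Ms4a4c to -3.44 for Gpr174 and adjusted p-values of at most 0.0037 from edgeR. Il10, which encodes an immunosuppressive cytokine and lies below that level of expression, had 4 counts over the WT libraries and 314 over the TCL1 libraries (log2 fold change 6.08, standard error 0.35, adjusted p = 1.04e-05 from edgeR). Of 15 markers of B-1 and leukemic B cells, 11 rose and none fell, also when adjusted over the list alone (camera, adjusted p = 5.18e-06, and adjusted p = 0.214 with an estimated correlation). Cd5, on which only the TCL1 cells were gated, belongs to this list. A difference in B cell subset between the gates therefore cannot be told apart from leukemia here, nor for cluster 1, Fcer2a or Cr2. The same limit holds for every other gene and list compared between WT and TCL1, since the gate differed along with the genotype. Among 11805 genes tested, 2410 were higher and 2072 lower in TCL1 at an adjusted p under 0.05. With a log2 fold change of at least 1 in size as well, 1253 were higher and 955 lower, and without a filter on low counts 1532 were lower. Without WT_1D the counts at an adjusted p under 0.05 were 1503 higher and 1184 lower. In 6132 genes (51.9%) the WT and TCL1 libraries did not overlap, against 10% by chance.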

About 2457 genes were found statistically differentially expressed between WT and TCL1, with 1416 genes being more expressed in leukemic B cells, and 1041 genes being more expressed in WT B cells (Figure 1C,D).

Next, we performed a Gene Set Enrichment Analysis (GSEA) to identify hallmark pathways regulated in TCL1 and WT B cells. Among the 33 gene sets upregulated in TCL1 B cells and presenting a nominal enrichment score (NES > 1), we selected 22 gene sets as relevant for immune cells (Table 1). 

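Myc rose from 6.30 ± 0.928 to 19.9 ± 3.82 CPM (SD, n = 3 each; log2 fold change 1.66, standard error 0.24, adjusted p = 0.00114 from edgeR) and E2f1 from 6.71 ± 0.947 to 17.3 ± 2.97 CPM (SD, n = 3 each; log2 fold change 1.36, standard error 0.24, adjusted p = 0.00283 from edgeR). Trp53, which encodes p53, had a log2 fold change of -0.21 (standard error 0.31, adjusted p = 0.631 from edgeR). Of 44 MYC target genes, 26 rose and none fell (27 when adjusted over the list alone; camera, adjusted p = 6.82e-07, and adjusted p = 0.221 with an estimated correlation), among them Srm, an enzyme of polyamine synthesis, with a log2 fold change of 1.43. Of 45 E2F targets and genes of DNA replication, 24 rose and none fell (28 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 5.93e-06, and adjusted p = 0.444 with an estimated correlation), among them Ccne1, which encodes cyclin E1, with 2.43, and Rrm2, a subunit of ribonucleotide reductase, with 2.06. Of 25 p53 targets, 5 rose and 6 fell, also when adjusted over the list alone (camera, adjusted p = 0.918). The cell cycle inhibitor Cdkn1a had a log2 fold change of 3.13 and the damage sensor Ddb2 one of -1.41. The list's median (0.09) and mean (0.16) were above 0, while camera gave the direction as lower. Of 58 genes of oxidative phosphorylation, 39 rose and 1 fell (40 and 1 when adjusted over the list alone; camera, adjusted p = 1.43e-07, and adjusted p = 0.221 with an estimated correlation), with a median log2 fold change of 0.59. Of 31 genes of fatty acid metabolism, 12 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.0122, and adjusted p = 0.221 with an estimated correlation). Acly, which makes cytosolic acetyl-CoA, rose from 75.1 ± 8.94 to 211 ± 13.8 CPM (SD, n = 3 each). Of 23 genes of cholesterol synthesis, 5 rose and 2 fell (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.409). Of 17 glycolytic enzymes and transporters, 10 rose and 3 fell (11 and 3 when adjusted over the list alone; camera, adjusted p = 0.0849, or 0.0305 without TCL1_214GD). Tpi1 had a log2 fold change of 1.62 and the glucose transporter Slc2a3 one of -1.77. Gapdh, with 3.31 CPM in WT, has many near-identical copies in the genome, so its counts are uncertain.

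**Figure D1:**
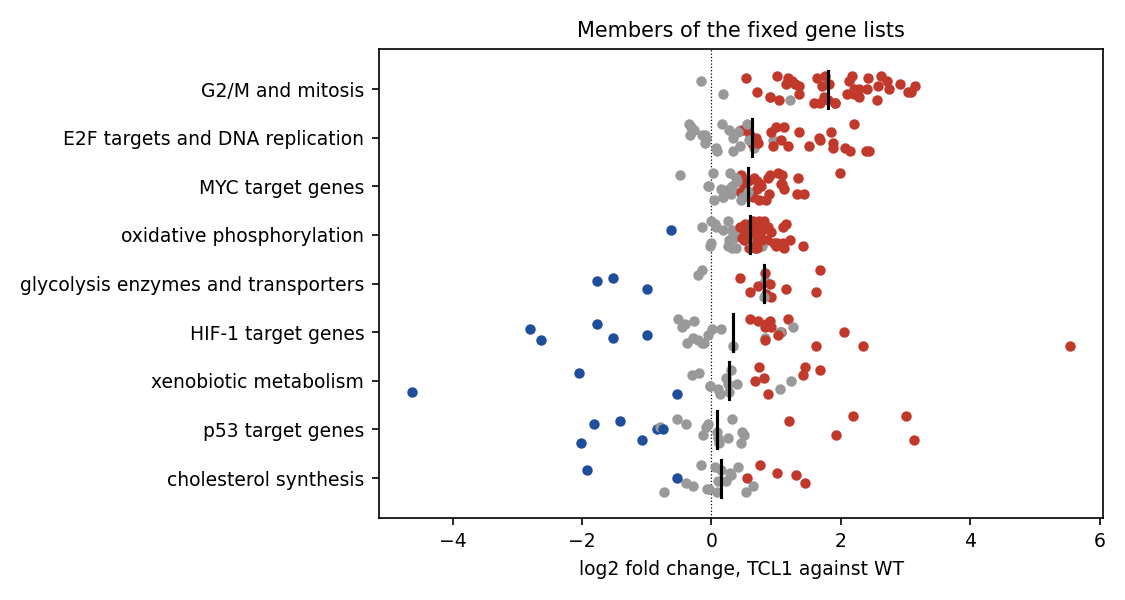
Log2 fold changes in TCL1 against WT (x axis) of the tested members of 9 fixed gene lists (y axis). Each point is a gene, red where it rose and blue where it fell at an adjusted p under 0.05 from edgeR and gray where it did not pass, and the bar is the list's median. Points are spread vertically for legibility. The median was 1.81 for G2/M and mitosis, 0.59 for oxidative phosphorylation and 0.09 for p53 targets.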

The most regulated gene sets were related to the TFs MYC, E2F, and TP53 and to several metabolic pathways linked to energy production, cholesterol/lipids, and glucose metabolism, indicating highly activated and proliferating cells. In addition, many signaling pathways involved in immune functions and cytokine secretion were enriched (IL-2/STAT5, mTORC1, IL-6/JAK/STAT3, and β-catenin). 

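Genes of mTORC1 signalling and amino acid supply were higher in leukemic B cells, with 15 of 23 up and none down (17 up when adjusted over the list alone; camera, adjusted p = 4.82e-05, and adjusted p = 0.318 with an estimated correlation). Most members are tRNA synthetases, enzymes of serine and folate metabolism or amino acid transporters, so the list does not measure mTORC1 activity. Cluster 3, which held part of this list, had means of 1.21 in TCL1_96G, 0.8 in TCL1_214GD and -0.35 in TCL1_129. Phgdh, the entry enzyme of serine synthesis, rose from 4.59 ± 0.879 to 18.7 ± 5.10 CPM, and Mthfd2, an enzyme of mitochondrial folate metabolism, from 29.4 ± 3.17 to 96.6 ± 25.1 CPM (SD, n = 3 each). Mtor itself had a log2 fold change of 0.01 (standard error 0.14, adjusted p = 0.965 from edgeR). Of 30 genes of IL-2/STAT5 signalling, 10 rose and 3 fell (11 and 4 when adjusted over the list alone; camera, adjusted p = 0.0361, and adjusted p = 0.48 with an estimated correlation). The list no longer passed camera without TCL1_96G (adjusted p = 0.126) or TCL1_214GD (0.0708). Prdm1, which encodes the plasma cell factor Blimp-1, rose from 6.64 ± 0.832 to 64.6 ± 26.4 CPM (SD, n = 3 each), and of 12 plasma cell markers, to which it also belongs, 4 rose and none fell, also when adjusted over the list alone (camera, adjusted p = 0.18). Of 27 genes of IL-6/JAK/STAT3 signalling, 8 rose and 7 fell (9 and 7 when adjusted over the list alone; camera, adjusted p = 0.872), with a median log2 fold change of -0.16 and a mean of 0.32. Il6st, the shared signalling chain of IL-6 receptors, had a log2 fold change of 2.76 (standard error 0.30, adjusted p = 0.000248 from edgeR), and Il10ra, a chain of the IL-10 receptor, fell from 72.6 ± 7.90 to 18.0 ± 3.29 CPM (SD, n = 3 each). Of 17 genes of Wnt/β-catenin signalling, 4 rose and 3 fell (4 and 4 when adjusted over the list alone; camera, adjusted p = 0.687). Ctnnb1, which encodes β-catenin, Stat3, Stat5a and Stat5b had log2 fold changes of -0.23, -0.22, -0.05 and -0.30, with adjusted p-values of 0.224, 0.398, 0.87 and 0.0846 from edgeR. Stat3 and Stat5a overlap at their 3′ ends on opposite strands. Reads there are uncertain if the counting ignored strand, a setting that the paper's text does not give.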

Finally, we observed the regulation of the two microenvironment-modulated pathways (hypoxia and xenobiotic stress) regulated by the TFs HIF family members and AHR, respectively (Figure 1E and Table 1). These two pathways are often regulated in cancer by a reduced oxygen concentration (hypoxia) and by tryptophan derivatives such as kynurenine [20]. 

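Ahr rose in leukemic B cells, whereas Hif1a did not pass the test. Ahr, on chromosome 12 of GRCm38 from 35497974 to 35535038, was at 15.4 ± 3.49 CPM in WT and 90.6 ± 18.6 CPM in TCL1 (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.22, adjusted p = 7.66e-05 from edgeR). All 3 TCL1 libraries lay above all 3 WT libraries. The gates differed as well, so this rise of Ahr cannot be told apart from a difference in B cell subset. Hif1a, on the same chromosome from 73901375 to 73947530, was at 152 ± 15.6 CPM in WT and 115 ± 30.3 CPM in TCL1 (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.19, adjusted p = 0.139 from edgeR), and without TCL1_96G its log2 fold change was -0.60 with an adjusted p of 0.0251. Arnt, the partner of both factors, had a log2 fold change of 0.16 (standard error 0.17, adjusted p = 0.502 from edgeR). Vhl, which targets HIF-1α for degradation, rose with a log2 fold change of 0.76 (standard error 0.14, adjusted p = 0.00346 from edgeR). Epas1, which encodes HIF-2α, had 5 counts over the WT and 7 over the TCL1 libraries, and Ido1, which starts the breakdown of tryptophan to kynurenine, had 0 in all 6. Tdo2, which catalyzes the same step, had 2 counts over the WT and 24 over the TCL1 libraries and was not tested. Il4i1, an oxidase that makes AHR ligands from tryptophan, fell with a log2 fold change of -1.05 (standard error 0.11, adjusted p = 0.000214 from edgeR). Of 11 tested AHR and HIF factors and regulators, 3 rose and 4 fell (3 and 5 when adjusted over the list alone; camera, adjusted p = 0.409). HIF-1 target genes went both ways, with 14 of 35 higher and 5 lower, also when adjusted over the list alone (camera, adjusted p = 0.234). Adm, which belongs to this list and has its largest change, lay between 9.22 and 12.4 CPM in the WT libraries and between 370.1 and 776 CPM in the TCL1 libraries. Ndrg1 rose with a log2 fold change of 2.34, while Bnip3, a mitophagy receptor, and Bhlhe40 had log2 fold changes of -2.63 and -2.80 (standard errors 0.22, 0.29 and 0.32; adjusted p = 0.000125, 0.000274 and 0.000302 from edgeR). Of 23 genes of xenobiotic metabolism, 7 rose and 3 fell, also when adjusted over the list alone (camera, adjusted p = 0.177). Aldh2, a mitochondrial aldehyde dehydrogenase, rose from 251 ± 28.5 to 685 ± 58.0 CPM, and Cyp27a1, a sterol hydroxylase, fell from 39.5 ± 1.45 to 1.56 ± 0.857 CPM (SD, n = 3 each). The paper states that regulation of the hypoxia and xenobiotic stress pathways was observed, and describes these pathways as controlled by HIF family members and by AHR. It also drew on ChEA3 and on motif activity, which were not repeated here. Levels of Hif1a and Vhl transcripts do not measure HIF-1α protein, which the paper describes as controlled through its degradation.

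**Figure D2:**
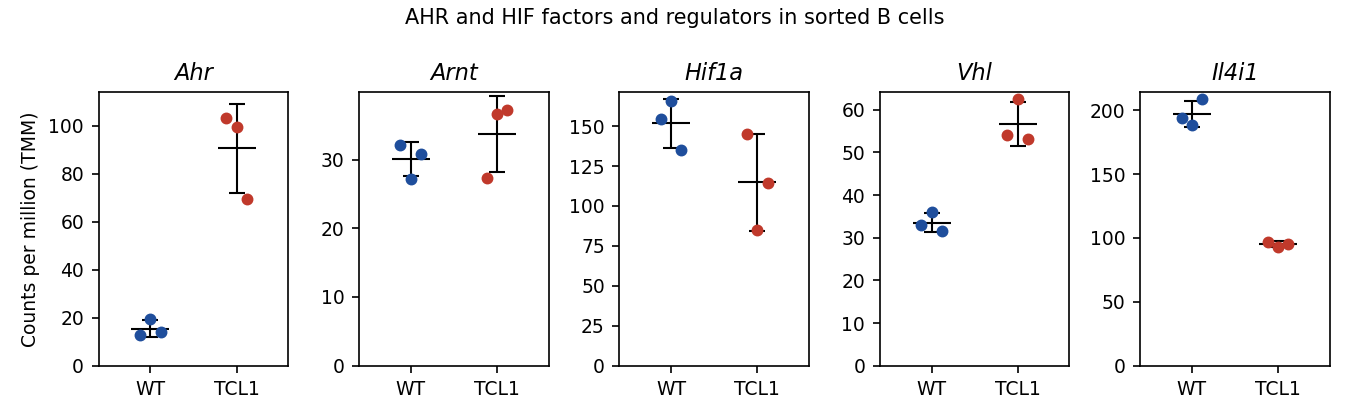
CPM, normalized by TMM (y axis, from 0 and on its own scale for each gene), of Ahr, Arnt, Hif1a, Vhl and Il4i1 in WT and TCL1 B cells. Points are single mice, and the long bar with whiskers is the mean ± SD (n = 3). Ahr lies between 12.8 and 19.4 CPM in WT and between 69.3 and 103 CPM in TCL1.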

Protein–protein interaction analysis (STRING) confirmed the tight connection between the transcription factors regulating these pathways (Figure 1F). 

While the response to hypoxia and glycolysis are both mediated by HIF-1α [33], the response to xenobiotic stress is complex and more diverse, in terms of transcriptional regulation. To confirm the potential role of AHR in TCL1 leukemic cells, we established a murine B cell-specific AHR gene signature from the publicly available gene expression dataset GSE80953 [34]. A list of 153 genes was identified as induced by the AHR agonist TCDD in murine B cells and used as a gene set database to run a GSEA. 

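Of 16 AHR target genes in the fixed list, 2 had enough counts to be tested, 1 of which rose, also when adjusted over the list alone (camera, adjusted p = 0.269). Tiparp, an ADP-ribosyltransferase that AHR induces and that represses AHR, was at 48.7 ± 2.34 CPM in WT and 99.1 ± 39.6 CPM in TCL1 (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.25, adjusted p = 0.0125 from edgeR). It no longer passed without WT_1D (adjusted p = 0.0632) or WT_1G (0.0586). Slc7a5, a transporter of large amino acids, had a log2 fold change of 0.84 (standard error 0.42, adjusted p = 0.149 from edgeR). Cyp1a1, Cyp1a2 and Cyp1b1, the cytochromes induced by AHR, had 0 counts in all 6 libraries. Ahrr, the AHR repressor, and Nqo1 each had 1 count over the WT libraries and 0 over the TCL1 libraries. A fall in them could not be detected at this depth, and no rise was seen. Ccno, a cyclin-like gene of that list, also had 1 count over the WT libraries and 0 over the TCL1 libraries. The signature of 153 genes that the paper derived from another dataset is a different list and was not used here.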

The analysis confirmed the enrichment of the AHR gene signature in TCL1 leukemic cells compared to normal B cells (NES = 1.16, FDR = 0.1, Figure 1G).

Then, we performed a transcription factor enrichment analysis (TFEA) with the online tool ChEA3 to better understand the regulation of transcriptional programs in leukemic cells. 

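Among the transcription factors of Table 2, which the study ranked on the genes that were higher in the leukemic cells of these samples, more transcripts rose than fell, and their count is therefore not independent evidence. Of 28 tested factors, 13 rose and 3 fell (16 and 4 when adjusted over the list alone; camera, adjusted p = 0.0261, and adjusted p = 0.221 with an estimated correlation). Creb3l2, a membrane-bound factor of the endoplasmic reticulum, rose from 16.3 ± 1.41 to 143 ± 43.0 CPM, and Plscr1, a phospholipid scramblase, from 3.04 ± 1.20 to 27.9 ± 4.20 CPM (SD, n = 3 each). Elk3, an ETS factor, fell from 42.2 ± 4.43 to 17.0 ± 0.881 CPM (SD, n = 3 each), with a log2 fold change of -1.31 (standard error 0.16, adjusted p = 0.000428 from edgeR). Without TCL1_96G the list did not pass camera (adjusted p = 0.0574). Of the 50 factors in the table, 45 were matched to a mouse gene by name, and 17 of these had too few counts to be tested.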

Again, both AHR and HIF-1α were listed among the top 50 TFs contributing to the regulation of DEGs in leukemic B cells (ranked 37 and 43 over 1632 TFs, respectively, Table 2). A second analysis with the ISMARA tool detected the use of specific and different TFs in WT and TCL1 B cells. For example, TAF1 was specifically used in WT cells, while Fos was more used by leukemic TCL1 cells (Supplementary Materials Figure S1D). 

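Fos, a subunit of the transcription factor AP-1, had 18 counts over the WT libraries and 206 over the TCL1 libraries, with 11.1 CPM in TCL1_96G, 28.3 in TCL1_129 and 4.37 in TCL1_214GD. Its log2 fold change was 3.44 (standard error 0.74, adjusted p = 0.00694 from edgeR). Taf1, a subunit of the general factor TFIID, was at 174 ± 16.2 CPM in WT and 168 ± 41.9 CPM in TCL1 (SD, n = 3 each; log2 fold change -0.05, standard error 0.18, adjusted p = 0.856 from edgeR). The transcription factors Sp1 and Cebpb had log2 fold changes of -0.03 and 0.10 and did not pass (adjusted p = 0.844 and 0.91 from edgeR). Of 25 tested AP-1 and immediate early genes, 12 rose and 5 fell, also when adjusted over the list alone (camera, adjusted p = 0.18). Fosb, another AP-1 subunit, had a log2 fold change of 4.54 (standard error 1.02, adjusted p = 0.00854 from edgeR), and Dusp2, a phosphatase of MAP kinases, one of -2.07 (standard error 0.25, adjusted p = 0.000425 from edgeR). TCL1_129 carried most of the rise in Fosb, at 68.8 CPM against 14.6 in TCL1_96G, 4.37 in TCL1_214GD and at most 1.48 in WT. Fosb was chosen after its values were seen. Fos and Fosb also belong to the dissociation and heat shock genes, of which Hspa1b had 22 counts over the WT libraries and 256 over the TCL1 libraries, and this gene too was chosen after its values were seen. Most of the rise in Hspa1b was in TCL1_129, at 47.2 CPM against 6.68 in TCL1_96G and 2.84 in TCL1_214GD. The last lay below WT_1G at 3.00 CPM, so the groups overlapped. Levels of transcripts do not measure the use of a factor's binding sites, which was not computed.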

Concerning HIF-1α and AHR, an enrichment of binding motifs was detected in DEGs from TCL1 leukemic cells compared to WT cells (Figure 1H).

Given the enrichment of HIF-1α and AHR gene signatures in Eµ-TCL1 mice compared to WT mice, their important role in cancer, and their ability to heterodimerize with the same binding partner called HIF-1β/Arnt [35,36], we decided to study the role of both AHR and HIF-1α in leukemogenesis in the Eµ-TCL1 murine model of CLL.

### 3.2. HIF-1α Knock-Out in Murine CLL Cells Does Not Impact Leukemogenesis 

HIF-1α is important in many cancers, also in CLL. However, the impact of HIF-1α on CLL leukemogenesis in vivo has not been fully investigated yet. For this purpose, we generated conditional transgenic knock-out mice using the Cre-*loxP* system (Figure 2A). First, by crossing *CD19^Cre/WT^* mice with *Hif1a^fl/fl^* mice, we ensured the gene knock-out specifically in B cells, then we crossed the newly generated strain (*CD19^Cre/WT^ Hif1a^fl/fl^*) with Eµ-TCL1, creating the Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^* transgenic model. In order to validate if HIF1α knock-out in Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^* was efficient compared to the control mice (Eµ-TCL1 *CD19^Cre/WT^ Hif1a^WT/WT^*), we isolated DNA, RNA, and proteins from CD19+ cells. As shown in Figure 2B–D and Supplementary Materials Figure S2, the knock-out of HIF-1α in the mice was validated on all levels. To further investigate the impact of HIF-1α knock-out in leukemic cells, we monitored CLL development in the transgenic mice over several months. In the Eµ-TCL1 *CD19^Cre/WT^Hif1α^fl/fl^* mouse model, we could not observe any difference in the survival compared to the control mice (Figure 2E). This finding was in accordance with the percentage of the circulating neoplastic cells in the peripheral blood, progressively accumulating over time (Figure 2F,G). Additionally, we performed RNA sequencing of leukemic B cells, comparing Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^* mice with the control mice. Here, we could not observe any major differences in the gene expression profiles (Figure 2H,I and Supplementary Materials Table S1). 

To investigate the importance of HIF-1α in healthy B cells in the CLL tumor microenvironment, we adoptively transferred Eµ-TCL1 CLL cells into mice lacking HIF-1α in healthy B cells, *CD19^Cre/WT^ Hif1a^fl/fl^*. Here, we could not observe any difference in the development of CLL in knock-out compared to control mice (Figure 2J).

These results led us to conclude that in this model of CLL, HIF-1α seems not to be an important transcription factor in healthy and leukemic B cells for proliferation in WT mice and leukemogenesis in the transgenic murine model.

### 3.3. AHR Knock-Out in Murine CLL Cells Does Not Impact Leukemogenesis

The transcription factor AHR plays a role in B cell proliferation and development [23,37]. Here, we investigated the importance of AHR in the development of leukemic B cells. To do so, we used the same strategy as described above for the HIF-1α knock-out model (Figure 3A). In accordance with this, DNA, RNA, and proteins from CD19+ cells of the Eµ-TCL1 *CD19^Cre/WT^Ahr^fl/fl^* mice were isolated for the validation of the knock-out. Compared to the control mice Eµ-TCL1 *CD19^Cre/WT^Ahr^WT/WT^*, the knock-out mice showed the excised allele of exon 2 of Ahr at the DNA level in B cells, no expression of exon 2 at the RNA level, and absence of the corresponding protein (Figure 3B–D and Supplementary Materials Figure S2), confirming that the knock-out was efficient.

Next, in order to analyze the impact of AHR knock-out in leukemic B cells, CLL development in the new transgenic model (Eµ-TCL1 *CD19^Cre/WT^ Ahr^fl/fl^*) and corresponding control (Eµ-TCL1 *CD19^Cre/WT^ Ahr^WT/WT^*) was monitored over several months. Eµ-TCL1 *CD19^Cre/WT^ Ahr^fl/fl^* mice compared to the control mice did not show any difference in survival (Figure 3E). In addition, the percentage of the AHR knock-out CLL cells in the blood did not differ compared to the control at different time points (Figure 3F,G). RNA sequencing performed on CLL cells did not reveal any relevant changes in the RNA profile of the knock-out mice compared to the control (Figure 3H, I and Supplementary Materials Table S2).

Furthermore, in order to investigate whether AHR knock-out in normal B cells could impact CLL development, we injected Eµ-TCL1 CLL cells into mice lacking AHR in normal B cells (*CD19^Cre/WT^ Ahr^fl/fl^*). As observed for the transgenic model, we could not detect any difference in CLL development for the adoptive transfer in either *CD19^Cre/WT^ Ahr^fl/fl^* or *CD19^WT/WT^ Ahr^fl/fl^* recipient mice (Figure 3J).

Based on the results of our AHR knock-out experiments in leukemic and in healthy B cells, AHR does not appear to be an essential factor in CLL development. 

### 3.4. AHR and HIF-1α Double Knock-Out Does Not Interfere with Murine CLL Development

The dimerization partner ARNT/HIF1β connects the pathways of HIF-1α and AHR, as both TFs share it in order to bind to DNA. As we could not observe a difference by removing these two TFs separately, we decided to investigate the potential synergistic role of HIF-1α and AHR in leukemogenesis by knocking them out together in our CLL murine model.

To achieve this, we crossed the *Ahr^fl/fl^* and *Hif1α^fl/fl^* mice, and the resulting strain was further crossed with the Eµ-TCL1 *CD19^Cre/WT^ Hif1α^fl/fl^* model (Figure 4A). This strain was further bred with *Hif1α^fl/fl^ Ahr^fl/fl^* mice. After obtaining the double knock-out mice (Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^ Ahr^fl/fl^*), we validated the conditional knock-out at DNA (Figure 4B,C), RNA (Figure 4D,E), and protein (Figure 4F and Supplementary Materials Figure S2) levels in CD19+ B cells. Similar to the previous results in single conditional knock-out mice, we could not observe any difference between Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^ Ahr^fl/fl^* and the control mice (Figure 4G). Although a slight increase in CLL cells in the blood of Eµ-TCL1 *CD19^Cre/WT^ Hif1α^fl/fl^ Ahr^fl/fl^* mice was visible at month 6, this difference evened out in the following months (Figure 4H,I). RNA sequencing of CLL cells did not reveal differences in gene expression between Eµ-TCL1 *CD19^Cre/WT^Hif1α^fl/fl^ Ahr^fl/fl^* and the control mice (Figure 4J,K and Supplementary Materials Table S3). Finally, adoptive transfer of Eµ-TCL1 CLL cells into mice carrying the double knock-out in normal B cells showed no differences in disease development (Figure 4L).

Taken together, the deletion of the transcription factors HIF1α and AHR does not appear to be crucial in our murine CLL models. It is possible that the two TFs are not involved in CLL development and are not crucial for the function of healthy B cells in the clearance of CLL.

## 4. Discussion

In recent years, targeted therapy has shown to be highly efficient against CLL, improving patients living conditions and overall survival. Most of the current treatments are focusing on anti-apoptotic molecules (Bcl-2) and BCR-signaling kinases (BTK, PI3K), due to the highly stimulated state of CLL cells in the microenvironment. Innovative molecular therapy also aims to target leukemic cells’ vulnerabilities more precisely. The use of conventional DNA-damage-based chemotherapy drugs in the past decades and the understanding of molecular mechanisms led to the discovery of potential new targets (e.g., WEE1 kinase) [38].

As heavily mutated and regulated in cancers, transcription factors naturally attracted attention for the development of new therapeutics. Around 300 TFs were described as oncogenes and could therefore become druggable candidates (e.g., TP53, MYC, and Stat family members) [39]. AHR and HIF-1α are not oncogenes but are crucial regulators of transcription programs in the microenvironment as sensors/responders to microenvironment conditions in both cancer and immune cells [40].

Previous research has shown that AHR and HIF-1α are important in hematological malignancies [13,41]. The impairment of HIF-1α and AHR provided promising results against leukemia and myeloma. Indeed, HIF-1α silencing by shRNA impaired the homing of CLL cells to the bone marrow and spleen, and the chemical inhibition of HIF-1α with EZN-2208 prolonged the survival of mice challenged with MEC-1 cells [26]. In addition, the FDA-approved AHR antagonist clofazimine showed high efficacy in a transgenic model of multiple myeloma [42]. However, these observations are not sufficient to understand the exact mechanism of action and the cells targeted by the therapy. Whether the molecule directly kills cancer cells or impacts the immune microenvironment should be understood to refine treatments and propose new combinatory therapeutics for improved patient outcome. Therefore, we made use of transgenic murine models to specifically study the importance of both TFs in in leukemic cells in the context of CLL. We used the well-established Eµ-TCL1 murine model, where we showed that both AHR and HIF-1α transcriptional programs are enriched. We crossed this model with *Hif1a* or *Ahr* conditional knock-out mice to delete these genes only in CD19^+^ B cells and investigated their role in the leukemogenesis of CLL. The unexpected results in this article show that knocking-out these two transcription factors does not affect the development of CLL in vivo. The gene expression profile of leukemic cells compared to that of cells from the control group was also unaffected by both knock-outs. Although we cannot rule out that there might be a different expression profile at early stages of the disease, this does not affect the final outcome of CLL progression. In addition, using our adoptive transfer model of TCL1 CLL cells into *Hif1a* or *Ahr* conditional knock-out, we could infer their role in normal B cells in the leukemic microenvironment. Indeed, the role of B cells in the context of cancer is still poorly defined and needs more investigations to better elucidate B cells pro-tumoral or anti-tumoral impact in different types of cancer [43]. Here, we could show that knocking out AHR and HIF-1α in healthy B cells did not impact the progression of CLL, which led to the conclusion that AHR and HIF-1α do not play a crucial role either in the development of CLL B cells or in the function of B cells in the TME.

From the literature, HIF-1α seems to be an interesting new target for CLL therapy, as it regulates the interaction of CLL cells with the TME and is upregulated in unmutated immunoglobulin heavy-chain variable region genes (IGHV) and TP53-disrupted CLL patients [26,27]. Interestingly, Meng et al. showed that the HIF-1α pathway directly affects IL-10 production in B cells [33], a feature also used by CLL B cells to favor an immunosuppressive tumor microenvironment and increase their survival [44]. Despite this, deletion of HIF-1α in leukemic cells of the Eµ-TCL1 mouse model had no impact on disease development, leading to the hypotheses that the importance of HIF-1α could depend on the oncogenic drivers and/or on compensatory mechanism (e.g., HIF-2α and/or on other cells of the TME). Griggio et al. nicely showed that the combination of an HIF-1α inhibitor with ibrutinib, a BTK inhibitor, showed a synergistic cytotoxic effect in TP53-disrupted CLL cells [27]. Considering this, it would be interesting to further investigate the effect of TP53 mutation in the TCL1 mouse model including the HIF-1α knock-out. Further, the use of a HIF-1α inhibitor in a co-culture of CLL cells and stromal cells in vitro showed that the inhibition also affected the stromal cells, resulting in decreased transcriptional regulation of target genes in the stromal compartment [45]. Considering the intricate regulation of the immune response by HIF-1α/A2A adenosine receptor signaling pathways [46], it would be worth investigating HIF-1α and its inhibition in the tumor microenvironment, including T cells, regulatory T cells, and nurse-like cells.

Regarding AHR, it also plays an important role in carcinogenesis and other diseases, especially the IDO–Kyn–AHR axis [47]. IDO activity is increased in CLL patients [48]. Furthermore, AHR is important in B cell development by controlling cell proliferation and apoptosis [21,23] and is involved in regulatory B cell (Bregs) differentiation and in the regulation of IL-10 production [24]. As CLL cells and Bregs share similar functions [25], AHR appears as an interesting therapeutic target in CLL. Nevertheless, and similarly to HIF-1α, its deletion did not influence disease outcome in the Eµ-TCL1 mouse model. According to previous studies, AHR is an important player in the establishment of an immunosuppressive TME. Jitschin et al. showed that untreated CLL patients have increased IDO^hi^CD62L^hi^PD-L1^hi^HLA-G^hi^ CD11b^+^CD33^+^CD14^+^HLA-DR^lo^ monocytic cells, supporting an immune suppression [49]. In addition, Sadik et al. recently demonstrated that IL4I1, which catalyzes the formation of the AHR-activating ligand kynurenine, enhances CLL development due to a highly immunosuppressive TME [50]. Thus, increased AHR activation could influence disease outcome by an enhanced suppressive environment, by regulating the function of regulatory T cells (Tregs), and by turning the phenotype of effector CD8^+^ T cells into an exhausted one [10,50]. Hence, targeting AHR in the TME of the proliferative CLL niche might still represent an interesting therapeutic option. 

As HIF-1α and AHR share the dimerization partner ARNT/HIF1β, we could speculate on a reciprocal compensation, as for instance, both were shown to regulate IL-10 expression in B cells [24,33]. Therefore, we asked whether knocking out both factors would then be effective in decreasing CLL progression. However, as for single knock-outs, the survival of the mice did not differ compared to the control group. The percentage of CLL cells in the blood showed a slight increase in the double knock-out mice. However, this difference evened out when the disease was progressing. A possible explanation for CLL growth in the double knock-out might be the presence of an immunosuppressive tumor microenvironment. Indeed, CLL cells may overcompensate the loss of both HIF-1α and AHR, by another TF. For instance, Sp1 can regulate IL-10 production in CLL following BCR activation and signaling. It could supply CLL cells with enough survival signals and provide an IL-10-mediated suppression of the host immune system [44]. 

## 5. Conclusions

In conclusion, our results demonstrate that targeting HIF-1α or AHR by deleting them in CLL cells does not influence disease development in the Eµ-TCL1 mouse model. However, our results are not contradictory to previous results, as targeting the surrounding cells by specific inhibitors of these TFs could decrease the pro-survival signals for CLL cells and restore a more active anti-tumor immunity leading to reduced tumor burden. In vivo studies in relevant mouse models are therefore crucial to determine the importance of specific targets and also to investigate the effect of targeted inhibitors on tumor cells as well as on surrounding TME cells. This is crucial to validate interesting new targets and determine the mode of action of targeted treatments. 

## Figures and Tables

**Figure 1:**
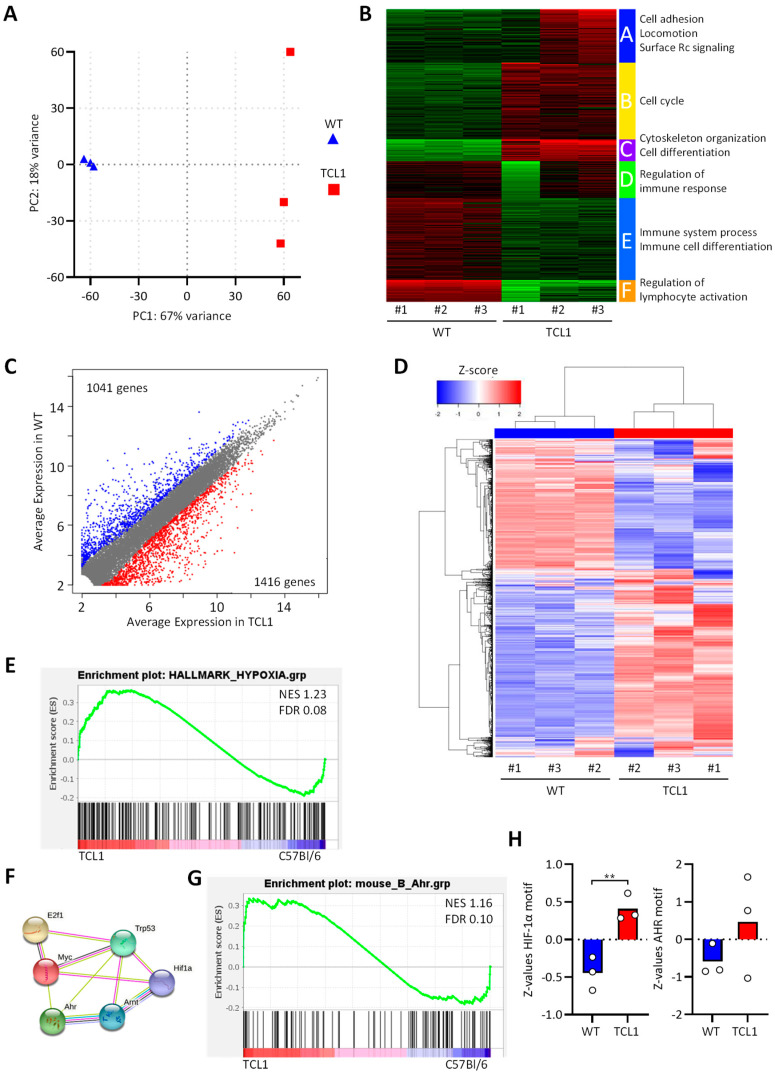
RNA sequencing of B cells from C57BL/6 and Eµ-TCL1 mice. Splenic B cells were FACS-sorted from three mice of each genotype, and mRNA was sequenced. (**A**) Principal component analysis of individual animals. (**B**) K-means clustering and Gene Ontology enrichment analysis. (**C**) Scatterplot depicting the expression of genes in the groups. (**D**) Unsupervised hierarchical clustering showing 1416 genes upregulated and 1041 genes downregulated in TCL1. (**E**,**G**) Gene Set Enrichment Analysis showing the enrichment of hypoxia (**E**) and AHR (**G**) signatures in Eµ-TCL1 versus C57BL/6 mice. (**F**) Protein–protein interactions network (STRING) for transcription factors involved in enriched hallmark pathways (GSEA). (**H**) Transcription factor activity (Z-values, ISMARA) for HIF-1α and AHR motifs in WT and TCL1 B cells.

**Figure 2:**
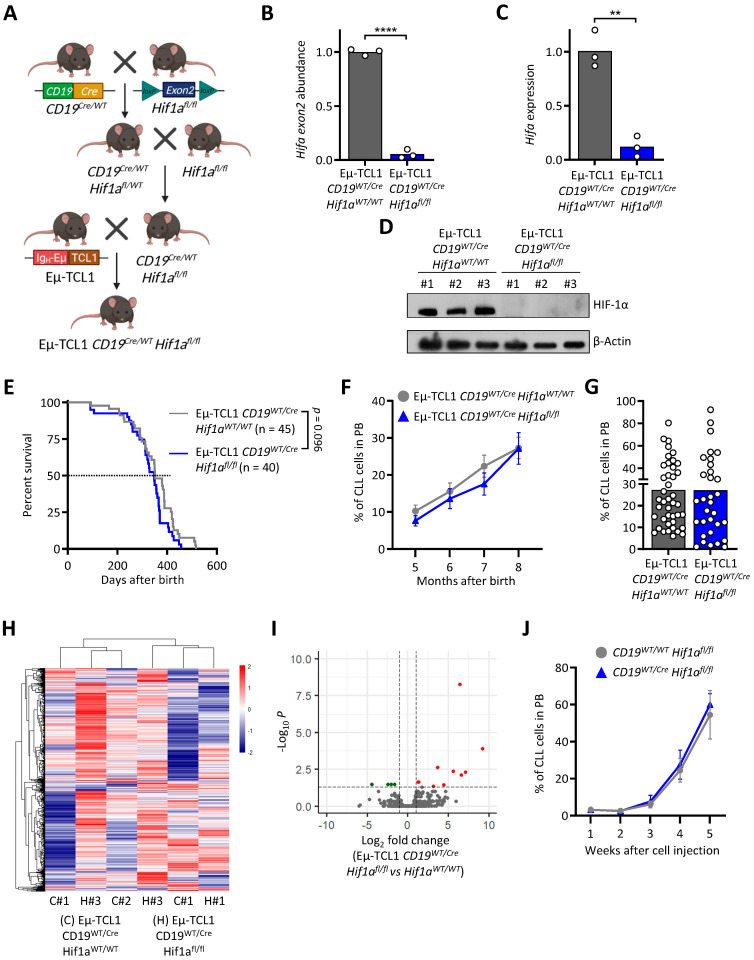
Knocking out HIF-1α does not show an effect on the leukemogenesis of CLL cells in the murine Eµ-TCL1 model. (**A**) Scheme of the breeding strategy to generate Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^* (cKO). (**B**–**D**) Validation of the knock-out of exon 2 of *Hif1a* in isolated B cells from cKO mice incubated with CoCl_2_ at the DNA (**B**), RNA (**C**), and protein (**D**) levels compared to control mice (n = 3). ** *p* < 0.01, **** *p* < 0.0001. (**E**) Survival curve of cKO compared to control mice shows no significant difference. (**F**–**G**) Flow cytometry analysis of CLL cells (CD19+ CD5+) in the peripheral blood (PB) of cKO and control mice over time (Ctrl: n = 45, cKO: n = 39) (**F**) and at month 8 (Ctrl: n = 42, cKO: n = 35) (**G**). (**H**–**I**) CLL cells from cKO and control mice (n = 3) were subjected to RNA sequencing. (**H**) Unsupervised hierarchical clustering showing the top 10,000 most expressed genes. (**I**) Volcano plot showing DEG between cKO and control mice. (**J**) CLL development of the adoptive transfer of Eµ-TCL1 CLL cells in CD19*^Cre/WT^ Hif1a^fl/fl^* mice (Ctrl: n = 5, cKO: n = 6).

**Figure 3:**
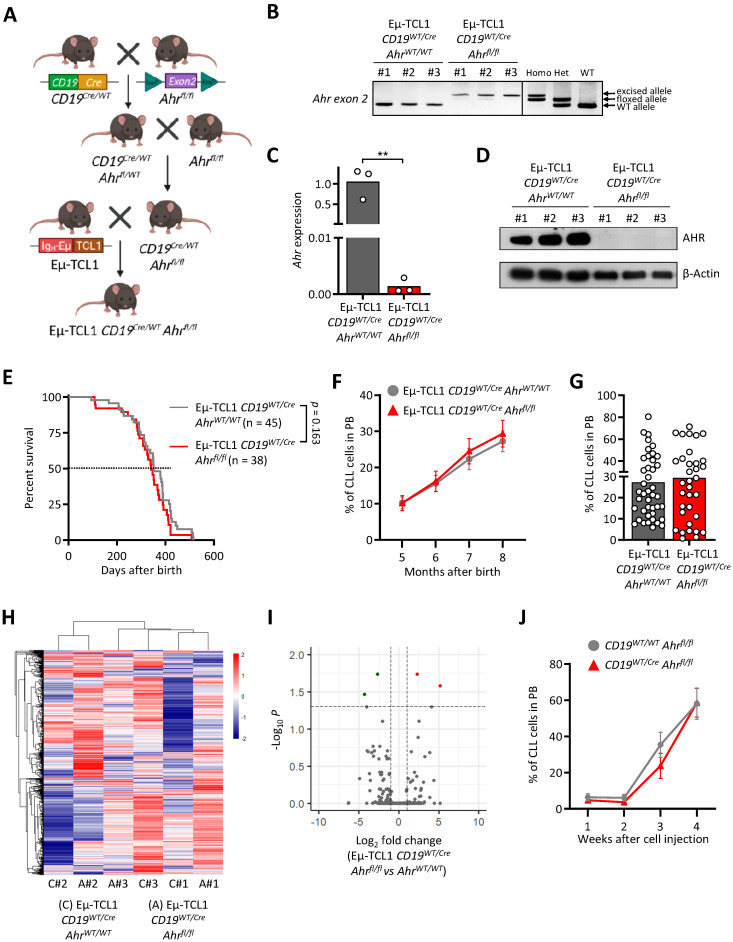
AHR knock-out does not influence CLL development in the murine Eµ-TCL1 model. (**A**) Scheme of the breeding strategy to generate Eµ-TCL1 CD19*^Cre/WT^ Ahr^fl/fl^* (cKO) mice. (**B**–**D**) Validation of the knock-out of exon 2 of *Ahr* in isolated B cells from cKO mice incubated with FICZ at the DNA (**B**), RNA (**C**), and protein (**D**) levels compared to control mice (n = 3). ** *p* < 0.01. (**E**) Survival curve of cKO compared to control mice shows no significant difference. (Ctrl: n = 45, cKO: n = 38). (**F**,**G**) Flow cytometry analysis of CLL cells (CD19+ CD5+) in the peripheral blood (PB) of cKO and control mice over time (Ctrl: n = 45, cKO: n = 38) (**F**) and at month 8 (Ctrl: n = 42, cKO: n = 34) (**G**). (**H**,**I**) CLL cells from cKO and control mice (n = 3) were subjected to RNA sequencing. (**H**) Unsupervised hierarchical clustering showing the top 10,000 most expressed genes. (**I**) Volcano plot showing DEG between cKO and control mice. (**J**) CLL development of the adoptive transfer of Eµ-TCL1 CLL cells in *CD19^Cre/WT^ Ahr^fl/fl^* mice (Ctrl: n = 5, cKO: n = 5).

**Figure 4:**
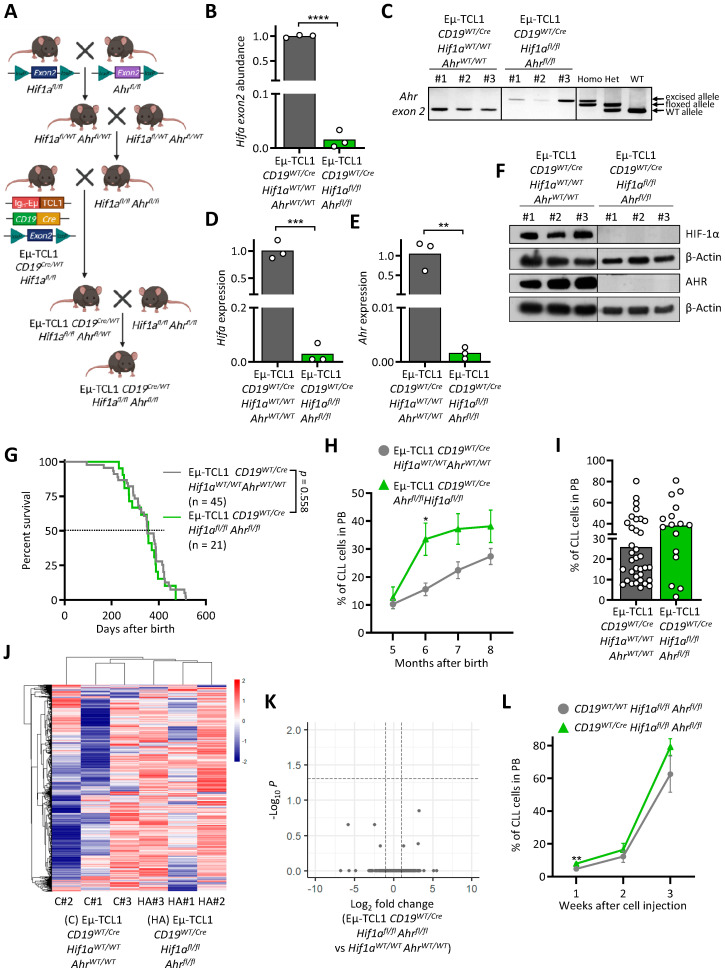
Double knock-out of AHR and HIF-1α does not appear to have an impact on the development of neoplastic B cells. (**A**) Scheme of the breeding strategy to generate Eµ-TCL1 *CD19^Cre/WT^ Hif1a^fl/fl^Ahr^fl/fl^* (cDKO) mice. (**B**–**F**) Validation of the knock-out of exon 2 of *Hif1a* and *Ahr*, respectively, in isolated B cells from cDKO mice incubated with CoCl_2_ and FICZ at the DNA (**B**,**C**), RNA (**D**,**E**), and protein (**F**) levels compared to control mice (n = 3). ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**G**) Survival curve of cDKO compared to control mice shows no significant difference. (Ctrl: n = 45, cDKO: n = 21). (**H**,**I**) Flow cytometry analysis of CLL cells (CD19+ CD5+) in the peripheral blood (PB) of cDKO and control mice over time (Ctrl: n = 45, cDKO: n = 21) (**H**) and at month 8 (Ctrl: n = 35, cDKO: n = 16) (**I**). (**J**,**K**) CLL cells from cDKO and control mice (n = 3) were subjected to RNA sequencing. (**L**) Unsupervised hierarchical clustering showing the top 10,000 most expressed genes. (**I**) Volcano plot showing DEG between cDKO and control mice. (**J**) CLL development of the adoptive transfer of Eµ-TCL1 CLL cells in CD19*^Cre/WT^ Hif1a^fl/fl^ Ahr^fl/fl^* mice (Ctrl: n = 4, cDKO: n = 4).

**Table 1:** Relevant Gene Sets enriched in leukemic B cells compared to normal B cells as revealed by RNA sequencing analysis and GSEA. NES, normalized enrichment score. NOM *p*-val, nominal *p*-value.

Rank	GeneSets	SIZE	NES	NOM *p*-Val
1	HALLMARK_MYC_TARGETS_V1	200	1.46	0.000
2	HALLMARK_CHOLESTEROL_HOMEOSTASIS	73	1.45	0.000
3	HALLMARK_GLYCOLYSIS	200	1.4	0.000
4	HALLMARK_E2F_TARGETS	200	1.4	0.185
6	HALLMARK_MYC_TARGETS_V2	57	1.38	0.000
7	HALLMARK_OXIDATIVE_PHOSPHORYLATION	197	1.35	0.000
8	HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY	49	1.34	0.000
9	HALLMARK_FATTY_ACID_METABOLISM	157	1.34	0.000
10	HALLMARK_G2M_CHECKPOINT	196	1.29	0.185
11	HALLMARK_UV_RESPONSE_UP	156	1.28	0.000
15	**HALLMARK_HYPOXIA**	198	1.22	0.000
16	HALLMARK_P53_PATHWAY	200	1.22	0.084
18	HALLMARK_IL2_STAT5_SIGNALING	199	1.2	0.094
20	HALLMARK_MTORC1_SIGNALING	199	1.18	0.287
21	HALLMARK_UNFOLDED_PROTEIN_RESPONSE	112	1.15	0.185
24	HALLMARK_MITOTIC_SPINDLE	199	1.13	0.269
25	HALLMARK_DNA_REPAIR	148	1.13	0.084
28	**HALLMARK_XENOBIOTIC_METABOLISM**	196	1.09	0.299
30	HALLMARK_APOPTOSIS	161	1.01	0.376
31	HALLMARK_IL6_JAK_STAT3_SIGNALING	87	1.01	0.381
32	HALLMARK_PROTEIN_SECRETION	96	1.01	0.472
33	HALLMARK_WNT_BETA_CATENIN_SIGNALING	41	1	0.362

**Table 2:** Top50 ranking of transcription factors whose putative transcriptional targets are most closely similar to those in the query set. CHEA3 results for transcription factors enrichment analysis (TFEA). Lower scores indicate more relevancy to the related transcription factor. Full query = 1632 TFs.

Rank	TF	Score	Rank	TF	Score
1	FOXM1	4.333	26	CEBPB	88.83
2	CENPA	5.0	27	NFE2L2	89.4
3	ZNF367	8.333	28	ARNTL2	94.67
4	PA2G4	15.5	29	JDP2	95.67
5	HMGA2	24.67	30	ZNF888	97.0
6	AHRR	26.5	31	BHLHE40	97.75
7	ZNF695	29.0	32	ZNF670	98.5
8	E2F7	29.2	33	OSR1	99.5
9	E2F1	33.83	34	GLMP	101.5
10	FOSL1	35.4	35	HMGN3	105.0
11	ELK3	49.0	36	ZNF93	106.7
12	FOXD1	51.5	37	**AHR**	107.4
13	MYBL2	55.17	38	PPARG	108.0
14	TFDP1	56.0	39	TAL1	109.0
15	E2F2	65.33	40	ATF3	110.3
16	RFX8	68.0	41	TEAD4	119.8
17	CENPX	68.0	42	NR1H3	120.0
18	KLF6	72.0	43	**HIF1A**	120.2
19	CREB3L2	75.33	44	VDR	120.8
20	ETV4	76.5	45	KLF9	123.8
21	ZNF878	78.0	46	GLIS2	126.3
22	E2F8	80.0	47	RELB	128.3
23	DNMT1	81.0	48	PLSCR1	131.0
24	NR2F6	85.5	49	TEAD3	132.7
25	KLF4	87.0	50	HLX	136.3

## Data Availability

The data presented in this study are openly available in the public functional genomics data repository GEO under the references GSE175564 and GSE179196.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13184518/s1, Figure S1: RNA sequencing data of B cells from C57BL/6 and Eµ-TCL1 mice. Figure S2: Full gel pictures corresponding to Figures 2D, 3D and 4F, Table S1: Differentially expressed genes in leukemic cells from TCL1 *CD19^Cre/WT^Hif1a^fl/fl^* versus Eµ-TCL1 *CD19^Cre/WT^Hif1a^WT/WT^*, Table S2: Differentially expressed genes in leukemic cells from TCL1 *CD19^Cre/WT^Ahr^fl/fl^* versus Eµ-TCL1 *CD19^Cre/WT^Ahr^WT/WT^*, Table S3: Differentially expressed genes in leukemic cells from TCL1 *CD19^Cre/WT^Ahr^fl/fl^Hif1a^fl/fl^* versus Eµ-TCL1 *CD19^Cre/WT^Ahr^WT/WT^Hif1a^WT/WT^*.

How the deposited data were processed for this re-analysis (not part of the article)

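Splenic B cells of 3 WT mice (CD19+ cells; libraries WT_1D, WT_1G and WT_138G) and 3 leukemic Eµ-TCL1 mice (CD5+CD19+ cells; libraries TCL1_96G, TCL1_129 and TCL1_214GD) were sequenced at the 3′ ends of mRNA. The deposited values are counts per Ensembl gene. The authors trimmed reads with scripts and cutadapt 2.10, mapped them to GRCm38 with STAR 2.5.3a, collapsed reads of the same fragment by UMI with umi_tools 1.0.0 and counted them with featureCounts of Subread 2.0.0. The paper's text gives neither the strand setting of the counting nor the annotation release, and does not say which of its sequencers was used for which library. Of the 55487 genes in the deposited counts, 55141 are in GENCODE M21, and 99.4% of these have the same coordinates there. The samples were grouped by the labels given with the deposit. The labels and the paper give no sex or age for these mice.

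The libraries hold 4711565, 4296459 and 4754966 counts (WT_1D, WT_1G, WT_138G) and 5724631, 4529828 and 4560396 counts (TCL1_96G, TCL1_129, TCL1_214GD). Mitochondrial genes take 3.87% to 4.64% of the counts of a library and immunoglobulin genes 0.778% to 1.34%. TMM factors lie between 0.962 and 1.02. The main comparison used edgeR 4.0.16 in R 4.3.3: genes kept by filterByExpr (11805), TMM normalization, the quasi-likelihood test, and Benjamini-Hochberg adjustment over all genes tested. Rose and fell mean an adjusted p under 0.05. A gene was also counted at the paper's thresholds, which add an absolute log2 fold change of at least 1. Standard errors come from the fitted coefficient and its test statistic. Principal components were computed from log2 CPM (prior count 2) of the same genes, centred and not scaled. K-means used the 2500 most variable genes, log2(CPM + 4), 6 clusters and 50 starts.

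Gene lists (41 lists with 1199 members, of which 1198 were found) were written before the data were examined, from textbook knowledge except for the factors of Table 2, which were copied from the paper's ranking on genes higher in these TCL1 samples. They are not the hallmark sets or the AHR signature of the paper, which were not used here. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Mouse Reactome sets of 10 to 300 tested genes, as shipped with fgsea 1.28.0, were tested with camera, and 85.8% of the tested genes had an identifier for them. The genes named in the text were chosen by a rule fixed along with the lists: 26 genes that the paper names for leukemic or B cells, which do not include those it names only as mutated in CLL; the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05, groups that do not overlap and a mean log2 CPM of at least 5, leaving out variable segments of immunoglobulins and T cell receptors and unnamed gene models; and in each list up to 4 members with the largest changes and a mean log2 CPM of at least 3. The mean log2 CPM was taken as the mean over the 6 libraries of log2 CPM with a prior count of 2. This reading was settled after values had been seen; edgeR's average log2 CPM would have let in other genes, such as Xist and Ccr6. Members of a list that are given for having no or few counts, and genes said to have been chosen after their values were seen, stand outside the rule.

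The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, DESeq2's size factors, other filters on low counts, leaving out immunoglobulin genes, and leaving out each library in turn. All were fixed along with the lists except leaving out the genes on chromosomes X and Y. The scripts were tested on simulated counts with 200 changed genes. These were drawn from better expressed genes, and WT and TCL1 were given 1 common spread per gene. In the data the spread was larger in TCL1 and many more genes passed, so the simulated shares may not hold there. Of 100 genes changed by a log2 fold change of 1, edgeR recovered 60, DESeq2 68 and limma 58, and 7.32%, 15.3% and 5.1% of their calls were false. The activity of HIF and AHR binding motifs was not computed, since no genome sequence was used here, and the paper's GSEA, STRING, ChEA3 and ISMARA analyses were not repeated. The knock-out experiments belong to another deposit and were left out. Genes with many near-identical copies, such as Gapdh and the hemoglobin genes, have uncertain counts. With 3 mice per group the smallest exact two-sided permutation p is 0.1.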

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

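The test on Y-linked genes and the test on immediate early genes were chosen only after the result was seen. Xist, which the paper does not discuss, was far above its level in the WT libraries in all 3 TCL1 libraries, with a log2 fold change of 7.27 (standard error 0.87, adjusted p = 0.000402 from edgeR). Ddx3y, Kdm5d and Uty, on chromosome Y, were in the TCL1 libraries at 13.5% to 30.1% of their WT level, and Eif2s3y at 0.61% to 2.33%. Cells of a male mouse mixed into the TCL1 libraries would leave each Y-linked gene at about the same share, and the tables argue against this as the whole cause: the highest share was at least 8.31 times the lowest in every TCL1 library. Xist had 2, 2 and 3 counts in the WT and 948, 173 and 175 in the TCL1 libraries, and Eif2s3y 372, 351 and 320 against 10, 2 and 6. Male WT and female TCL1 mice would give this pattern of Xist and Eif2s3y, and sex would then be confounded with genotype. Female mice have no Y chromosome, so this does not account for the other Y-linked genes. Ddx3y, Kdm5d and Uty had 552, 166 and 169 counts over the TCL1 libraries, and the source of these counts was not tested. A difference in sex would also raise genes that escape X inactivation. The log2 fold changes of 5 of them, from -0.15 to 0.91, had a median of 0.135. This lay at the 30.5th percentile of random sets of 5 other tested X genes, whose 95th percentile was 0.858. Partial escape need not reach that level, so this test cannot decide. The sexes of the mice are not given, so this stays open. Leaving out chromosomes X and Y, which was chosen after seeing the data, left 1216 genes higher and 927 lower at the paper's thresholds. It does not remove effects of sex on genes of other chromosomes.

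The paper names Fos, and ATF3 in its Table 2, but does not discuss dissociation and heat shock genes as a group, and 8 of them rose in TCL1 with no overlap between the groups. In TCL1_129 the highest levels of the 6 libraries were seen for Fos (28.3 CPM), Fosb (68.8 CPM) and Hspa1b (47.2 CPM). Stress during dissociation and sorting would raise immediate early genes together, and the median log2 fold change of the other 8 in the list was 0.191 (SD 1.25), with 2 higher, 1 lower and 5 that did not pass. Since they go both ways, from Atf3 at 3.07 to Zfp36 at -1.15, the rise of Fos and Fosb by stress cannot be told apart from a difference between leukemic and WT cells, for which the design holds no separate test. The list's adjusted p from camera or fry was 0.00114 to 0.613 over 15 alternatives and did not pass in 5 of them.

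Plasma cell markers, which the paper does not discuss, held 4 genes that rose with no overlap between the groups: Prdm1, Derl3, Creld2 and Txndc5. Of these, Txndc5, at 22.6 CPM in TCL1_129 against a highest WT value of 21.5 CPM, did not pass without WT_1D, WT_1G or WT_138G (adjusted p = 0.0945, 0.107 and 0.0717). The other tested markers did not pass. Among them Sdc1, Jchain, Xbp1 and Irf4 had log2 fold changes of -0.14, 0.31, 0.50 and 0.32 (adjusted p = 0.893, 0.8, 0.375 and 0.207 from edgeR). Over all genes tested, the groups did not overlap in 51.9%.

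The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of these, the real split, gave as many genes past the paper's thresholds as the real one (2208), while the highest of the others gave 0. With 10 splits no share under 0.05 can be had.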

How the results depend on the processing

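No paired analysis was possible because the WT and TCL1 mice share no replicate numbers. The activity of binding motifs, with its alternatives, was not run, since no genome sequence was used here. Leaving out chromosomes X and Y was chosen after seeing the data. In all 10 alternatives run for it, PC1 separated WT from TCL1. At the paper's thresholds, the alternatives other than leaving out a library gave 1210 to 1817 genes higher and 909 to 1532 lower; the largest counts, 1817 and 1532, came without a filter on low counts, which tests 23953 genes. Of the 2208 genes called, 1702 to 2202 were also called under each alternative, all in the same direction. Over the libraries left out in turn, 1503 to 2986 genes were higher and 1184 to 2628 lower at an adjusted p under 0.05. The lowest counts came without WT_1D, which leaves 2 WT mice, and the highest without TCL1_129. Of 152 named genes that passed, 123 passed under every alternative that gave them a value, 29 were lost under at least 1, 25 of these only when a library was left out, and 0 were reversed. Leaving out chromosomes X and Y was not run for the named genes, and without immunoglobulin genes 148 of them had a value. The 20 genes of largest change passed under all 13 alternatives set for them, with adjusted p-values of at most 0.0203. PC1 held 87.2% of the variance with the 500 most variable genes, 81.2% with the 2500 most variable genes and log2(CPM + 4), 52.1% with genes scaled to unit variance, and 69.0% to 84.6% with a library left out, where PC2 held 6.65% to 22.0%; in both, the value farthest from the main one came without TCL1_129. The ratio of the spread in TCL1 to that in WT was 1.84 to 3.65 with a TCL1 library left out, lowest without TCL1_129. Clusters higher in every TCL1 library held 1108 to 1420 genes, and lower ones 867 to 1060, under other settings of k-means.

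For the gene lists, values are adjusted p-values from camera unless another test is named. Without a filter on low counts, these passed: glycolysis (0.00918), xenobiotic metabolism (0.0404), DNA repair (0.0378), interferon response (0.019) and AP-1 and immediate early genes (0.0252). With CPM of at least 0.5 in at least 1 library, glycolysis (0.0309) and interferon response (0.0393) passed, and with DESeq2 on the genes so filtered they had 0.0309 and 0.0406. With a library left out, the range was 0.00953 to 0.263 for the unfolded protein response, 0.00666 to 0.126 for IL-2/STAT5, 0.0233 to 0.0644 for B cell identity, 0.00464 to 0.0574 for the Table 2 factors, 0.0481 to 0.231 for MHC class II, 0.0269 to 0.888 for MHC class I, 0.0305 to 0.183 for glycolysis and 0.0389 to 0.231 for the interferon response. The unfolded protein response was lost without WT_138G (0.0974) or TCL1_96G (0.263), and MHC class I passed without TCL1_129 (0.0269). Fry, which asks only whether a list's genes move on balance in a direction and does not compare them with other genes, passed HIF-1 targets (0.019), glycolysis (0.017), AHR targets (0.019), xenobiotic metabolism (0.012), AHR and HIF factors (lower; 0.0268), DNA repair (0.00696), apoptosis (0.0219), immune checkpoints (0.00344), adhesion and locomotion (0.0107) and AP-1 genes (0.0161). With an estimated correlation none of the 16 lists that passed remained past the threshold: 0.221 for MYC targets, oxidative phosphorylation, fatty acid metabolism, defence against reactive oxygen species, B cell identity, cytoskeleton and the Table 2 factors, 0.214 for follicular and marginal zone genes and for B-1 and leukemia markers, 0.308 for G2/M, 0.318 for mTORC1, 0.385 for lymphocyte activation, 0.444 for E2F targets, 0.48 for IL-2/STAT5 and 0.613 for the unfolded protein response and for dissociation and heat shock genes. Apart from the construction of these alternatives, the cause was not tested. Genes with few counts, such as most AHR targets, did not pass the main filter and were not tested there.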

Differences from the paper's values

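No value of the paper that was recomputed differs by more than 1.5 times. At the paper's thresholds of 0.05 for the FDR and 1 for the log2 fold change, edgeR called 2208 genes against the paper's 2457, 1253 higher in TCL1 against the paper's 1416, and 955 lower against the paper's 1041. DESeq2 with CPM of at least 0.5 in at least 1 library, an alternative set before the data were examined, gave 2474, 1425 and 1049. PC1 held 74.2% of the variance and PC2 16.2%, against about 67% and about 18% in Fig. 1A, read by eye. Of the alternatives set before the data were examined, PC2 differed from the paper's by more than 1.5 times with the 500 most variable genes (10.4%) and without TCL1_129 (6.65%), and the others did not.

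From its clusters of variable genes, shown with Gene Ontology enrichment, the paper states that genes of cell adhesion and locomotion are higher in TCL1. A test of direction over a whole list is a different measure, so the values below do not decide on that statement. Over the whole fixed list, which is not the paper's, 13 of 36 were higher and 10 lower (camera, adjusted p = 0.47), and fry passed it as higher (adjusted p = 0.0107). The paper names TP53 and cholesterol among its most regulated gene sets. In the fixed lists, which are not the paper's sets, 5 of 25 p53 targets rose and 6 fell (camera, adjusted p = 0.918) and 5 of 23 genes of cholesterol synthesis rose and 2 fell (camera, adjusted p = 0.409), with none of the alternatives passing either. For IL-6/JAK/STAT3 (8 rose and 7 fell of 27; camera, adjusted p = 0.872) and β-catenin (4 rose and 3 fell of 17; camera, adjusted p = 0.687), which the paper lists as enriched, no alternative passed. In the paper's own GSEA the nominal p was also above 0.05 for the IL-6/JAK/STAT3, β-catenin and p53 sets, and below it for cholesterol. The paper also lists glucose metabolism, hypoxia and xenobiotic metabolism as enriched. The nominal p of its GSEA was above 0.05 for xenobiotic metabolism and below it for glycolysis and hypoxia. The glycolysis list had an adjusted p of 0.0849 from camera and passed with weaker filters on low counts (0.00918 and 0.0309), with DESeq2 under the weaker filter (0.0309), without TCL1_214GD (0.0305) and with fry (0.017). The xenobiotic list (adjusted p = 0.177) passed without a filter on low counts (0.0404) and with fry (0.012). HIF-1 targets (adjusted p = 0.234) and AHR targets (adjusted p = 0.269, with 2 of 16 genes tested), which the paper reports as enriched on its own list, passed with fry only (0.019 for both). Among the other pathways that the paper names, the fixed lists of MYC and E2F targets, oxidative phosphorylation, mTORC1 and IL-2/STAT5 passed camera as higher in TCL1, with adjusted p-values of 6.82e-07, 5.93e-06, 1.43e-07, 4.82e-05 and 0.0361. None of these 5 passed with an estimated correlation (adjusted p = 0.221, 0.444, 0.221, 0.318 and 0.48), and IL-2/STAT5 was also lost without TCL1_96G (0.126) or TCL1_214GD (0.0708). For E2F targets, mTORC1 and IL-2/STAT5 the nominal p of the paper's GSEA was above 0.05. It was below 0.05 for MYC targets and oxidative phosphorylation.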

Other observations

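Genes that defend against reactive oxygen species were higher in leukemic B cells, with 14 of 22 up and none down (15 when adjusted over the list alone; camera, adjusted p = 6.37e-05, and adjusted p = 0.221 with an estimated correlation). Txn1, which encodes thioredoxin, was at 123 ± 9.07 CPM in WT and 306 ± 62.0 CPM in TCL1 (SD, n = 3 each), and Gclm, of glutathione synthesis, at 15.9 ± 0.23 and 42.5 ± 8.67 CPM (SD, n = 3 each). Of 26 genes of the unfolded protein response, 9 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.0361, and adjusted p = 0.613 with an estimated correlation), but not without TCL1_96G (adjusted p = 0.263) or WT_138G (0.0974). Sel1l, of the degradation of misfolded proteins, was at 182 ± 18.9 CPM in WT and 540.5 ± 58.1 CPM in TCL1 (SD, n = 3 each). Of 19 immune checkpoints and suppressive factors, 8 rose and 4 fell (8 and 5 when adjusted over the list alone; camera, adjusted p = 0.457; median log2 fold change -0.06, mean 0.65). Nt5e, which encodes the adenosine-producing CD73, had a log2 fold change of 2.89, and Btla, an inhibitory receptor, one of -0.90 (standard errors 0.26 and 0.18, adjusted p = 9.82e-05 and 0.00458 from edgeR). Of 33 genes of DNA repair, 10 rose and 3 fell (camera, adjusted p = 0.177), of 29 genes of apoptosis 8 rose and 6 fell (camera, adjusted p = 0.409), and of 19 genes of MHC class I presentation 3 rose and none fell (camera, adjusted p = 0.41, and 0.0269 without TCL1_129). Adjusted over the list alone these counts were 10 and 3, 9 and 6, and 2 and 0. The proapoptotic Bbc3 had a log2 fold change of 2.18 and Birc3, from a family of inhibitors of apoptosis, one of -2.27 (standard errors 0.13 and 0.20, adjusted p = 1.35e-05 and 7.67e-05 from edgeR). Bcl2, which blocks apoptosis, had a log2 fold change of 0.20 (adjusted p = 0.186 from edgeR).

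Among 746 Reactome sets, 124 were higher and 1 lower in TCL1 by camera, and none passed with an estimated correlation. In respiratory electron transport 44 of 70 genes rose and none fell (camera, adjusted p = 3.65e-07). The set for glycolysis had an adjusted p of 0.113, that for the cellular response to hypoxia 0.95 and that for cytochrome P450 enzymes 0.576.

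TCL1_129 stood apart from the other TCL1 libraries. In it, 128 genes were at least 8-fold lower than in both other TCL1 libraries, against 0 such genes for TCL1_96G and 0 for TCL1_214GD, and 118 of the 128 were also lower than the WT mean. Their median was 0.691 CPM in TCL1_129, 21.0 in TCL1_96G, 16.9 in TCL1_214GD and 12.1 over the WT means. Igf1r, which encodes a growth factor receptor, was at 1.15 CPM in TCL1_129, 104 in TCL1_96G and 82.6 in TCL1_214GD, and Jchain, the joining chain of secreted antibodies, at 12.0, 427 and 255 CPM; both were chosen after their values were seen. The total count of TCL1_129 was 0.993 of the lowest of the other TCL1 libraries. Fcer2a, Satb1 and Cr2 were on average 1.28, 1.09 and 1.21 times as high in the other TCL1 libraries as in TCL1_129.

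Hemoglobin transcripts were higher in TCL1, mostly in TCL1_214GD: Hbb-bs was at 248 ± 64.3 CPM in WT and 1424 ± 1478 CPM in TCL1 (SD, n = 3 each), with a log2 fold change of 2.52 (standard error 0.71, adjusted p = 0.0228 from edgeR), and of 9 erythroid and platelet markers 4 rose and none fell (5 when adjusted over the list alone; camera, adjusted p = 0.294). Hbb-bs did not pass without TCL1_214GD (log2 fold change 1.25, adjusted p = 0.0711) or without any of WT_1D, WT_1G and WT_138G (adjusted p = 0.0881, 0.072 and 0.0969), and it is nearly identical to Hbb-bt, so its reads are uncertain. A candidate source is RNA of red cell precursors, which the gate on CD5 and CD19 should leave out, and Alas2, Slc4a1, Gypa and Epb42 of the same list, chosen after their values were seen, were at 84.4, 27.1, 10.7 and 3.50 CPM in TCL1_214GD against at most 10.4, 2.76, 1.38 and 0.46 CPM in the other 5 libraries. Of 26 further genes of such cells, 14 were tested, and their median log2 ratio in TCL1_214GD to the mean of the other TCL1 libraries was 0.377, with 12 above 0 and 3 above 1 (Fisher's exact test, in the direction of more, against the other tested genes for a ratio above 1, p = 0.0125). The median lies between what precursor cells and their absence would give, above 1 and at most 0, and some of the 14, such as Slc25a37 at 195 CPM in WT, have a level in B cells that would hide a small share, so the source stays open.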
